# Spinal cord injury regulates circular RNA expression in axons

**DOI:** 10.3389/fnmol.2023.1183315

**Published:** 2023-08-24

**Authors:** Mustafa M. Siddiq, Carlos A. Toro, Nicholas P. Johnson, Jens Hansen, Yuguang Xiong, Wilfredo Mellado, Rosa E. Tolentino, Kaitlin Johnson, Gomathi Jayaraman, Zaara Suhail, Lauren Harlow, Jinye Dai, Kristin G. Beaumont, Robert Sebra, Dianna E. Willis, Christopher P. Cardozo, Ravi Iyengar

**Keywords:** axons, regeneration, circular RNA, spinal cord injury, CNS, RNA-seq

## Abstract

**Introduction:**

Neurons transport mRNA and translational machinery to axons for local translation. After spinal cord injury (SCI), *de novo* translation is assumed to enable neurorepair. Knowledge of the identity of axonal mRNAs that participate in neurorepair after SCI is limited. We sought to identify and understand how axonal RNAs play a role in axonal regeneration.

**Methods:**

We obtained preparations enriched in axonal mRNAs from control and SCI rats by digesting spinal cord tissue with cold-active protease (CAP). The digested samples were then centrifuged to obtain a supernatant that was used to identify mRNA expression. We identified differentially expressed genes (DEGS) after SCI and mapped them to various biological processes. We validated the DEGs by RT-qPCR and RNA-scope.

**Results:**

The supernatant fraction was highly enriched for mRNA from axons. Using Gene Ontology, the second most significant pathway for all DEGs was axonogenesis. Among the DEGs was Rims2, which is predominately a circular RNA (circRNA) in the CNS. We show that Rims2 RNA within spinal cord axons is circular. We found an additional 200 putative circRNAs in the axonal-enriched fraction. Knockdown in primary rat cortical neurons of the RNA editing enzyme ADAR1, which inhibits formation of circRNAs, significantly increased axonal outgrowth and increased the expression of circRims2. Using Rims2 as a prototype we used Circular RNA Interactome to predict miRNAs that bind to circRims2 also bind to the 3’UTR of GAP-43, PTEN or CREB1, all known regulators of axonal outgrowth. Axonally-translated GAP-43 supports axonal elongation and we detect GAP-43 mRNA in the rat axons by RNAscope.

**Discussion:**

By enriching for axonal RNA, we detect SCI induced DEGs, including circRNA such as Rims2. Ablation of ADAR1, the enzyme that regulates circRNA formation, promotes axonal outgrowth of cortical neurons. We developed a pathway model using Circular RNA Interactome that indicates that Rims2 through miRNAs can regulate the axonal translation GAP-43 to regulate axonal regeneration. We conclude that axonal regulatory pathways will play a role in neurorepair.

## Introduction

Axons do not spontaneously regenerate in the injured CNS. This is in part due to diminished intrinsic capability of adult CNS neurons to regenerate axons and to extrinsic inhibition at the injury site (Raineteau and Schwab, 2001; Filbin, 2003). Supraspinal neurons that synapse with spinal cord motor neurons, have cell bodies in the brain and brainstem that project axonal projections that synapse up to a meter from the cell body. These axons, have to transport multiple cargos including mRNAs from the cell body to needed areas along the axonal shaft and at the synapse (Riccio, 2018). Upon injury to the CNS, neuronal cell bodies need to transport RNAs a considerable distance away to the injury site (Willis et al., 2005, 2011; Donnelly et al., 2013; Dulin et al., 2015; Cosker et al., 2016; Spaulding and Burgess, 2017). Ribosomes are detected all along the axon and growth cone, and local translation within the axons is known to occur (Willis et al., 2005; Baleriola et al., 2014; Gracias et al., 2014; Villarin et al., 2016; Terenzio et al., 2018). The functional consequences of axonal translation are not fully known in part due to limited technologies for specifically identifying axonal mRNAs and the mechanisms by which they regulate axon growth and regeneration. Consequently, despite many studies reporting gene expression changes after spinal cord injury (SCI), there is a gap in knowledge regarding which of these expression changes occurs in descending and ascending axons responsible for voluntary movement.

The goal of this study was to define axonal mRNA profiles at the site of injury after SCI and identify the pathways modulated by differentially regulated axonal mRNAs to understand how SCI induced differentially expressed genes (DEGs) regulate axonal regeneration.

In addition to linear mRNAs, neurons express circular RNAs (Memczak et al., 2013; Rybak-Wolf et al., 2015). CircRNAs are best characterized as post-transcriptional regulators that are well conserved in mammals, particularly enriched in synapses, and expressed during differentiation (Memczak et al., 2013; Rybak-Wolf et al., 2015; Piwecka et al., 2017; Kristensen et al., 2019). Compared to their linear form, circRNAs are more stable (Kristensen et al., 2019). In the mammalian brain, circRNAs are abundant and are dynamically expressed, independent of their linear mRNA analogs (Rybak-Wolf et al., 2015). We are only beginning to understand circRNA function in maintaining brain physiology (Rybak-Wolf et al., 2015; Piwecka et al., 2017). For instance, the linear mRNA for *Rims2* encodes a presynaptic protein that is important for neurotransmitter release, but the function of circRims2 is still unknown (Wang et al., 2000; Kaeser et al., 2012). Very little is known about circRNA function and regulatory capability in neurons as a whole and if circRNA may play in axonal elongation. Elucidating the potential regulatory role of circRNAs in local axonal translation may provide a better understanding of multifacteed nature of axonal regeneration, and help in finding therapeutic targets to treat SCI.

## Methods

### SCI surgery and locomotor activity measurements

All animal experiments were performed according to ethical regulations and protocols approved by the Institutional Animal Care and Use Committee (IACUC) at Icahn School of Medicine at Mount Sinai and at the James J. Peters Department of Veterans Affairs Medical Center. Both institutes are *Association for Assessment and Accreditation of Laboratory Animal Care* (AAALAC) accredited.

Female Sprague Dawley rats 3 months of age were utilized, we utilized two animals per condition. A moderate to severe SCI at thoracic level 9 (T9) was performed using an Infinite Horizons (IH) impactor (Precision Systems and Instrumentation; Zeman et al., 2009; Toro et al., 2021). Animals were deeply anesthetized with isoflurane. A laminectomy was performed at T9. The exposed vertebral column was stabilized with clamping forceps placed rostral from T8 and caudal from T10 vertebral bodies, ensuring the exposed spinal cord is in a level horizontal plane. Control animals had laminectomy only but no contusions. The impactor tip is lowered to 3-4mms above the laminectomy site and a computer operated program is used to deliver a 250 kdyne force to the exposed spinal cord. BBB locomotor testing was done the following morning to confirm contusions were performed accurately and the animals showed no signs of spontaneous recovery [both animals were scored with a BBB of 2 (Basso et al., 1995)]. Locomotor function was evaluated in a 3-foot-wide plastic tub by two independent, blinded observers from direct observation. Animals will be recorded using a GoPro camera to provide documentation of observed behaviors.

### Tissue excision for RNA-seq

24 h after performing the SCI, we collected tissue just rostral to the injury site which contains axotomized fibers for mRNA expression profiles. Animals were deeply anesthetized and a laminectomy at T8 was performed. With sterile scissor and forceps, about 2 mm of tissue was excised just above the injury at T8. Tissue was placed into 1 ml of ice-cold Miltenyi MACS Tissue Storage Solution (Miltenyi Biotech 130-100-008). Cold active protease from *Bacillus licheniformis* (Creative Enzymes NATE0633) was added (10 mg/ml of this protease with 125 U/ml DNase in ice cold Miltenyi MACS Tissue Storage Solution; Adam et al., 2017). Cells were incubated for 7 min in a water bath set to 6°C in the cold room (Adam et al., 2017). The tissue was triturated every 2 min for 15 s. For gentle dissociation of the tissue, a Miltenyi gentleMACS at the brain program setting was ran twice in the cold room. The sample was then incubated at 6°C for an additional 8 min with trituration. Cells are then pelleted by centrifugation at 1,200 *g* for 5 min, and supernatant was carefully collected so as not to dislodge cells. The supernatant was prepared for Bulk mRNA Sequencing. A small extract of the supernatant and cell pellet fraction were plated on glass cover slips to confirm that the supernatant was cell free and that the pellet had intact cell bodies.

### Preparation for bulk sequencing of the acellular fraction

All supernatant fraction from the spinal cord were checked for RNA integrity by Agilent 2100 Bioanalyzer and all samples had RIN value ≥9 (Stillitano et al., 2017). RNA libraries for RNA sequencing were constructed using the Truseq stranded total RNA kit (Illumina Inc.) which converts the RNA in a total RNA sample into a library of template molecules of known strand origin; and purified with a RiboZero kit (Illumina). The resulting mRNA fragment inserts were then reverse transcribed to first strand cDNA using reverse transcriptase and random primer in the presence of actinomycin D. Strand specificity was achieved during second strand cDNA synthesis by replacing dTTP with dUTP in the Second Strand marking mix which includes the DNA Polymerase I and RNase H. 3′ ends were then adenylated to prevent them from ligating to each other during the adapter ligation reaction. Unique dual index adapters (i5 and i7) were then ligated allowing for greater sample indexing diversity and enables ds cDNA for hybridization onto a flow cell. The indexed double stranded cDNA was then enriched by PCR and purified to create the final cDNA library which was quantified and then loaded on the flow cell for sequencing. 50x10E6 reads per sample were obtained for Deep analysis.

### Bulk sequencing differential expression analysis pipeline

To reduce artifacts caused by read imbalances during upper quartile normalization, we downsampled the sequencing reads of each sample to the number of reads that were detected in the sample with the lowest read counts, as described previously (Stillitano et al., 2017). Downsampled reads were aligned to the rat reference genome ‘rn6’ using the ensemble annotation and STAR 2.5.4b (Dobin et al., 2013) with the parameters set between outFilterScoreMinOverLread and outFilterMatchNminOverLread set to 0.33. Results of RNAseq are reported for No-SCI and SCI groups are Fragments Per Kilobase of transcript per Million mapped reads (FPKM).

According to NIH NCI GDC documentation website: https://docs.gdc.cancer.gov/Encyclopedia/pages/FPKM/#:~:text=Fragments%20Per%20Kilobase%20of%20transcript,total%20number%20of%20mapped%20reads. FPKM are a simple expression level normalization method. It is normalized based on the read counts based on gene length and the total number of mapped reads (50 million). Differentially expressed genes (DEGs) were identified with cufflinks 1.3.0 [Trapnell et al., 2010; FDR 5%, minimum log_2_(fold change) = +/−log_2_(1.3)]. Up- and downregulated genes were subjected separately and combined to pathway enrichment analysis using Wikipathways 2016 (Pico et al., 2008) and Gene Ontology biological processes 2018, downloaded from the Enrichr website (Gene Ontology Consortium, 2021), as described previously (Chen et al., 2013). From the list of over 12,000 genes detected in our screening, we manually annotated the data based on known circRNA detected in the literature to compile a list of over 200 putative circRNAs (Rybak-Wolf et al., 2015; Wu et al., 2020). The RNAseq is uploaded into GEO: GEO accession GSE230066.

### Perfusions and sectioning of spinal cord

Fresh ice-cold 4% PFA in PBS was prepared. Rats were deeply anesthetized with Ketamine and Xylazine with an *N* = 4. We transcardially perfused with ice cold PBS and then with ice cold 4%PFA in PBS. We removed the spinal cord and post-fixed them in 30% sucrose in PBS, until they sank to the bottom of the tube. Segments were embedded in OCT. Using a Leica cryostat at −20°C, we made 10 μm sections of the spinal cord to be utilized for RNAscope and immunohistological analysis.

### RNA extraction, ribonuclease R digestion, reverse transcription, and qPCR

To validate circRNA using RT-qPCR, we followed the protocol from Vromman et al. (2021) and Vromman et al. (2022), and the primer sequences we used were obtained from supplementary data on Rybak-Wolf et al. (2015). Total RNA was extracted from mouse spinal cord segments (~2 mm) rostral to the lesion epicenter 14 days after injury using TRIzol reagent (ThermoFisher) following the manufacturer’s instructions and methods previously described (Zeman et al., 2009). Total RNA concentrations were determined by absorbance at 260 nm using a Nanodrop spectrophotometer (Thermo Scientific). For circRNA detection, 1,000 ng of total RNA was incubated with ribonuclease R (RNAse R; Biosearch Technologies) following the manufacturer’s instructions for 20 min at 37°C followed by a cycle of 20 min at 65°C (Vromman et al., 2021). Digested RNA was later cleaned with a RNAeasy MinElute Cleanup kit (Qiagen) and reverse-transcribed into cDNA using Omniscript reverse transcriptase (Qiagen). PowerUp SYBR Green Master Mix (Thermofisher) was used to measure mRNAs of interest by qPCR. Sequence of primers used to detect both, linear and circular forms of RIMS2, VAPA and RTN4 were as previously reported (Rybak-Wolf et al., 2015) for: linear RimS2 Fw: GCAAAACTACACGAGCAGCC and Rv: TCCCTGGACACTGATGGACT; circular RimS2 Fw: AAAGTCGCAGTGCCTCTCAA and Rv: TCCCATCCTGAGCGATACTTC; linear Rtn4 Fw: CAGTCCTGCCCTCCAAGC and Rv: TCAGATGCAGCAGGAAGAGC; circular Rnt4 Fw: AGATCCCTGACAGCTGTATTGT and Rv: GACGAAACAGTGTTACCTGGC; linear Vapa Fw: TGTTTGAAATGCCGAATGAA and Rv: AGTCGCTTGCACTCTTCCAT; circular Vapa Fw: TGTTTGAAATGCCGAATGAA and Rv: AGTCCTTGCACTCTTCCAT. Formation of single SYBR Green-labeled PCR amplicons were verified by running melting curve analysis. Threshold cycles (CTs) for each PCR reaction were identified by using the QuantStudio 12 K Flex software. To construct standard curves, serial dilutions were used from 1/2 to 1/512 of a pool of cDNAs generated by mixing equal amounts of cDNA from each sample. The CTs from each sample were compared to the relative standard curve to estimate the mRNA content per sample; the values obtained were then normalized using peptidylprolyl isomerase A (Ppia) mRNA.

### RNAscope

We utilized RNAscope Multiplex Fluorescent v2 Assays (ACD biosciences). We followed the manufacturers protocol with minor modifications (Kang et al., 2023). Spinal Cord sections were post-fixed with 4%PFA, washed in PBS. Followed by ethanol series dehydration and subsequent rehydration series prior to treatment with hydrogen peroxide and washed again with water 3 times. Antigen retrieval was done by protease III (for cortical neurons in culture) or protease IV (for spinal cord sections) treatment in PBS for 10 min at RT; slides will then be washed twice with PBS. Sections were hybridized with probes for 2 h at 40°C then washed with wash buffer. Hybridized probes were detected using the RNA-scope Amplification (Raineteau and Schwab, 2001; Filbin, 2003; Riccio, 2018) reagents for 30 min at 40 C. Slides were washed and then incubated with Opal dyes (Akoya biosciences) for 15 min at 40 C. Immunohistochemistry were by performed as follows. Sections were permeabilized with 0.25% Triton-X then blocked with 10% goat serum in TBS with 1%BSA overnight at 4°C. Some sections were be co-labeled with antibody for β-III tubulin in TBS-BSA overnight, washed and incubated with secondary goat-anti mouse coupled to Alexa-405 for 1 h at RT. Slides were washed and coverslips mounted with ProLong Gold antifade.

For Ribonuclease R digestion, after the Protease step and 3 washes with PBS, we permeabilized the tissue with 0.1% Tween-20 in PBS for 10 min at RT. Then washed the samples with PBS three times. All RNAscope experiments were performed a minimum of 3–4 independent times.

### Rat and mouse primary cortical neuronal cultures

Rat and mouse primary cortical neuronal cultures were prepared as previously described with minor modifications (Siddiq et al., 2015, 2021) were dissected from postnatal day 1 Sprague Dawley rat brains and C57BL6 mouse brains, from both sexes. Mouse cultures were utilized for RT-qPCR analysis with siRNA ablation for ADAR, since the unique junctions sites and primers specific for circRNA are better described for mice than for rats. The cortices were incubated twice for 30 min with 0.5 mg/ml papain (Sigma) in plain Neurobasal (NB) media (Invitrogen) supplemented with DNase. At the end of the second digestion with papain, the cortices were pipetted through a 1 ml serological pipette in a low volume (2 to 3 mls), to dissociate the tissue. The triturated tissue for every 3 cortices was made up to 6mls with plain NB and strained through a 70micron cell strainer. The cell suspensions were layered on an Optiprep density gradient (Sigma) and centrifuged at 1,900x*g* for 15 min at room temperature, with the brakes decreased to the lowest setting to not disrupt the gradients. The layer closest to the bottom between 1 to 2mls of a 15 ml conical tube is the enriched fraction of neurons. The enriched neuronal layer was then pelleted at 1000 x g for 5 min and counted.

### Microfluidic neurite outgrowth assay

Square microfluidic chambers (SND450, 450 μm microgroove) were purchased from Xona microfluidics. The chambers were sterilized under UV for 15 min and soaked in 70% ethanol for 2 min and allowed to air dry under a sterile TC hood. We used MatTek dishes (P50G-1.5, MatTek corp.) that we pre-coated with PLL overnight and then rinse 3 times with sterile water and air dried overnight in a TC BSL2 hood. Using autoclaved forceps we carefully place the microfluidic chamber on the glass area of the MatTek dish, and gently apply pressure to ensure the chambers are sitting on the glass. Primary cortical neurons were diluted to 5x10E6 cells/ml in NB supplemented with B27, L-glutamine and antibiotics, and in a final volume of 200μls. Approximately 15μls of the cell suspension was carefully inserted into the top well of one side of microfluidic chamber. We then placed the Mat-tek dishes with the microfluidic chambers inside a 37°C incubator for 20 min to allow the neurons to adhere. All wells were filled with 150μls of supplemented NB. Once we observe neurites growing across the microgroove (3-4 days), we then performed an axotomy.

To quantify the outgrowth we immunostained using a monoclonal antiβIII tubulin antibody (Tuj1;Covance) and Alexa Fluor −405- (Blue) or 488- (Green) conjugated anti-mouse IgG (Invitrogen). For quantification, images were taken, and the length of the longest neurite for each neuron was measured using MetaMorph software (Molecular Devices). All imaging was performed on a Zeiss LSM 880 confocal microscope.

### siRNA transfection

All siRNA were purchased from Accell smartpool siRNA (Thermo Scientific), following the manufacturers protocol. We targeted ADAR1 for rats (Rat Accession number XM_006232778.3) and mice (Mouse Accession number NC_000069.7), scrambled non-targeting siRNA was also utilized for controls. Cortical neurons were plated on one side of the microfluidic chambers. We waited 2–4 h after plating to allow the cells to adhere. Utilizing 1 μM siRNA in 150μls of Accell Delivery Media was added to the neuronal cell bodies and incubated overnight at 37°C incubator. All siRNA experiments were performed a minimum of 3–4 independent times. The next morning, we added 150μls of supplemented NB. We incubated for a further 72 h before stopping the experiment with 4% paraformaldehyde and 4% sucrose. We then stained the chambers with β-III tubulin (Alexa-488) and in individual neurons panel, we also used Actin-Red staining (Thermo Scientific) and quantified the neurite length. For RT-qPCR, at the 72 h timepoint the wells were washed with ice cold PBS and lysed with 1 ml Trizol and immediately flash frozen in liquid nitrogen.

### Statistical analyses

All analyses were performed using GraphPad Prism software, and data are represented as mean ± SEM. Statistical significance was assessed using paired one-tailed Student’s *t* tests to compare two groups, and one-way ANOVAs with Bonferroni’s *post hoc* tests to compare between three or more groups.

## Results

### mRNAS and circular RNAS in axons

We adapted a tissue dissociation protocol used for single cell RNAseq (scRNAseq) that uses cold active proteases to gently dissociate tissue and isolate cells (Adam et al., 2017). Low speed centrifugation of the dissociated cell suspension was used to pellet cells and recover the supernatant. This was followed by bulk RNA sequencing (RNAseq) of the supernatant to identify mRNAs associated with the acellular fraction of cells. 

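The rats, 3 months old, had a laminectomy at T9 either alone (No-SCI) or followed by a contusion of 250 kdyne (SCI), and a segment of cord 1 lamina rostral to the lesion was taken 24 h later. The tissue was digested at 6°C with a protease that is active in the cold, cells were spun down, and RNA from the supernatant was depleted of ribosomal RNA and made into strand-specific total RNA libraries. The sample labels show 2 No-SCI libraries and 1 SCI library, whereas the paper states 2 animals per condition. The authors downsampled the reads to the smallest library, aligned them to the rn6 rat genome with STAR 2.5.4b, and used Cuffdiff from cufflinks 1.3.0 with upper quartile normalization to estimate the FPKM of each gene, its fragments scaled by transcript length and library size, and to test SCI against No-SCI. The authors' deposited table gives 1 FPKM value per group for each of 12771 entries, which carry 12758 gene symbols, with a p-value and a q-value for each entry. It has no value for a single library and no read counts. The spread between animals and the depth behind each value are therefore unknown, although the paper states 50 M reads per sample, and no SD, n or replicate test could be given. If the only SCI library of the labels entered Cuffdiff's test alone, its p-values and q-values hold no spread between injured animals. A gene called differentially expressed is therefore one past the authors' threshold, and not one shown to change across animals. All FPKM values printed are the authors' group values. From them the log2 ratio of SCI to No-SCI was computed without a pseudocount, together with each gene's rank, its percentile among all entries and the medians of marker gene lists. The median FPKM of all entries was 17.2 in No-SCI and 15.6 in SCI, and the median log2 ratio was −0.12. Centring this median at 0 moves every log2 ratio up by 0.12, and scaling both groups to the same upper quartile moves it up by 0.10. No value lies below 1, and 18 No-SCI values and 37 SCI values are exactly 1, so the ratios of genes at low levels are understated if a constant was added. Subtracting 1 from every value moved the median log2 ratio of all genes by −0.01.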

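Of the 12771 entries, 1546 (12.1%) have a q of at most 0.05 and a fold change of at least 1.3 in the authors' deposited table, 602 of them higher and 944 lower after SCI. The fold change minimum removed no gene, since the smallest log2 change among genes at that q was 0.42 in size. When the p-values of the authors' deposited table were adjusted again by the Benjamini-Hochberg method over the entries it lists, 1600 genes passed, and the deposited q was larger than the recomputed one by a median factor of 1.1. Among the alternatives, a q of at most 0.01 moved the count most, to 816 genes, of which 359 were higher and 457 lower. The genes that rose had a median of 4.72 FPKM in No-SCI, against 20.9 FPKM for those that fell. This order follows in part from the selection, because genes picked for a rise tend to have low No-SCI values. The median log2 ratio of the genes that rose was 1.70, and that of the genes that fell was −1.49. The largest rises past the threshold were those of MLIP, OSR1, IGFBP6, CCN5 and CRABP2. MLIP is listed at 1 in No-SCI, the lowest value in the table, and at 169 FPKM after SCI, so no fold is given for it. OSR1 went from 3.43 to 148 FPKM, a log2 ratio of 5.43, and the log2 ratios of IGFBP6, CCN5 and CRABP2 were 4.74, 4.52 and 4.46. The largest falls were those of MB (log2 ratio −4.64), DMKN, which is listed at 1 after SCI, MYL1 (−3.84), ACTA1 (−3.76) and SLC9C2 (−3.73). MB, MYL1 and ACTA1 belong to a list of skeletal muscle genes, and OSR1 and CRABP2 to a list of meningeal fibroblast genes.

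**Figure D1:**
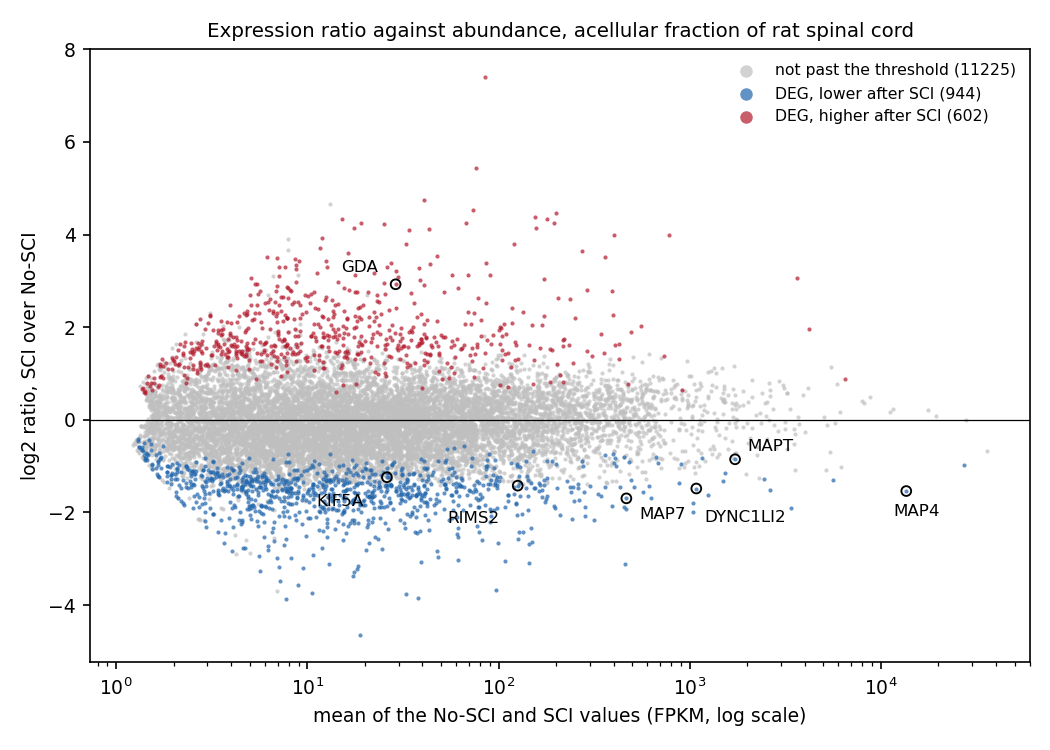
Log2 ratio of SCI to No-SCI for each entry (y axis) against its mean FPKM over both groups (x axis, log scale). Each point is 1 gene, with the 602 higher (red) and 944 lower (blue) differentially expressed genes in color and all other genes in gray, and the circled genes are ones the paper names; MAP4 lies far to the right and below 0, and GDA is the only circled gene above 0.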

We identified the DEGS by comparison of RNAseq data for control vs. SCI groups and then assigned the DEGS to different cell types based on published single-cell transcriptomic studies (Zeman et al., 2009; Hansen et al., 2019; van Hasselt et al., 2020). The DEGS are shown in Table 1. We detected 3 known axonal microtubule associated protein (MAP) mRNAs, MAP4, Tau (MAPT) and MAP7 and all were significantly down-regulated after SCI. 

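In the authors' FPKM values, MAP4 fell from 20198 in No-SCI to 6958 after SCI, MAPT from 2223 to 1231, and MAP7 from 713 to 220. The recomputed log2 ratios were −1.54 for MAP4, −0.85 for MAPT and −1.70 for MAP7. Their q-values in the authors' deposited table are 0.0141, 0.0132 and 3.92e-13. Each of the 3 stayed lower after SCI under every pseudocount and scaling tried, and centring the median of all genes at 0 moved them most, to −1.42, −0.74 and −1.58. MAP7 has the same p as SLC6A20 in the authors' deposited table. SLC6A20 rose, with a log2 ratio of 4.10, so the shared p does not mean that their values are shared. Across the 13 listed genes of the MAP1 to MAP9 family and MAPT, 9 were lower and 4 higher after SCI, with a median log2 ratio of −0.50. That median lay at percentile 4.23 among 10000 random lists of 13 genes matched on mean expression, inside their central 95%, and it was −0.38 after median centring.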

MAP4 was the most abundant axonal mRNA detected. 

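MAP4 ranked 4 among all genes in No-SCI and 14 after SCI. The genes above it in No-SCI were MOBP with 44200 FPKM, BCAS1 with 36068 FPKM, both on the oligodendrocyte list, and the non-coding RNA RN7SL1 with 27768 FPKM. Among the 12 genes of Table 1, MAP4 was 9.09 times as abundant in No-SCI as the next one, MAPT. The values of MAP4 carry 7 significant digits, 1 more than a single Cuffdiff estimate, and where a gene's value is a sum over several entries of its symbol, its level relative to other genes depends on their number.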

Several axonal RNA transport mRNAs were detected. RBP1 is up-regulated nearly 15-fold after SCI (Kar et al., 2018; Sleigh et al., 2019). 

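KIF5A, a kinesin heavy chain, had an authors' FPKM value of 36.6 in No-SCI and 15.5 after SCI, a log2 ratio of −1.24 with a q of 0.0179 in the authors' deposited table. DYNC1LI2, a light intermediate chain of cytoplasmic dynein, went from 1595 to 571 FPKM, a log2 ratio of −1.48 with a q of 6.66e-08 in the authors' deposited table. The values of DYNC1LI2 carry 7 significant digits, so its level relative to KIF5A can depend on how many entries were summed. Of 30 listed KIF genes, 24 were lower and 6 higher after SCI, and 3 were differentially expressed, all of them lower. Their median log2 ratio of −0.36 (−0.25 after median centring) lay at percentile 7.06 among random lists matched on expression. Of 17 listed dynein chain genes, 11 were lower and 6 higher, and 1 was differentially expressed in each direction. The median log2 ratio of the dynein genes was −0.10 as deposited, and its sign flipped to 0.02 after median centring and to 0.0058 after upper quartile scaling.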

We detected RNAs that function in the molecular motors that drive anterograde transport (Kinesins such as KIF5A), and retrograde transport (Dynein, DYNC1LI2; Balabanian et al., 2018). Other mRNAs detected included those encoding Guanine Deaminase (GDA), MACROH2A1, IMPACT and Rims2.

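GDA rose from 6.74 to 51.2 FPKM, which is 7.60-fold or a log2 ratio of 2.93, and MACROH2A1 rose from 244 to 607 FPKM, a log2 ratio of 1.32. IMPACT fell from 22.4 to 8.60 FPKM, a log2 ratio of −1.38. The q-values in the authors' deposited table are 1.07e-06 for GDA, 0.0260 for MACROH2A1 and 0.0298 for IMPACT. Under q of at most 0.01, GDA is the only one of these 3 that passes. The log2 ratio of GDA ran from 2.75 with a pseudocount of 1 to 3.13 with 1 subtracted from every value, an alternative chosen after the values were seen.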

**Table 1:** DEG analysis indicates enrichment for axonal RNA.

DEG	No-SCI	SCI	P-Adj	Log2 Fold
Axonal Markers				
Axonal MAPs				
MAP4	20198.17	6958.2	***0.014066***	−1.537438
MAPT (tau)	2,223	1231.45	***0.013229***	−0.8521476
MAP7	712.95	220.02	***3.92E-13***	−1.695605
Axonal mRNA Transport				
RBP1	92.79	1467.37	***1.81E-12***	3.983084
Axonal Anterograde				
KIF5A	36.6375	15.52	***1.79E-02***	−1.239592
Axonal Retrograde				
DYNC1LI2	1595.324	570.756	***6.66E-08***	−1.482903
**DEGs**				
GDA	6.74	51.19	***1.07E-06***	2.926016
NGF	2.77	12.18	***0.001586***	2.137659
MACROH2A1	243.62	607.32	***0.026033***	1.31786
NCAM1	202.47	82.65	***2.51E-06***	−1.292713
IMPACT	22.42	8.6	***0.0298***	−1.382178
Rims2	183.564	68.53	***0.00026***	−1.421475

Axonal markers DEGS detected when comparing uninjured rat spinal cord (No-SCI) to ones that received contusions to the spinal cord (SCI). The values shown for No-SCI and SCI are Fragments Per Kilobase of transcript per Million mapped reads (FPKM). According to NIH NCI GDC documentation website: (https://docs.gdc.cancer.gov/Encyclopedia/pages/FPKM/#:~:text=Fragments%20Per%20Kilobase%20of%20transcript,total%20number%20of%20mapped%20reads). FPKM are a simple expression level normalization method. It is normalized based on the read counts (we do 50 million reads) based on gene length and the total number of mapped reads. P-Adj (Q-) values adjusted for multiple comparison testing and Fold changes are shown. Significant Q-values are in Bold and Italic type. Fold changes are presented as Log2 fold changes. We made a short list of both novel and known DEGs (green font). For our Bulk RNA-seq analysis we read 50×10E6 reads per sample, giving us the ability to detect low abundance transcripts. Bold and italic numbers for P-Adj indicate significant change.

In Table 2, we show detection of the dendritic marker MAP2, but its levels are over 10-fold lower than the axonal MAP4 detected in Table 1. 

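MAP2 had an authors' FPKM value of 2140 in No-SCI, at percentile 99.5 of all entries, and 860 after SCI. The ratio of MAP4 to MAP2 was 9.44 in No-SCI and 8.10 after SCI. For the other axonal genes of Table 1 the ratio to MAP2 in No-SCI was 1.04 for MAPT, 0.746 for DYNC1LI2, 0.333 for MAP7 and 0.0171 for KIF5A. MAP4 and MAPT are the 2 of the 12 Table 1 genes with a larger No-SCI value than MAP2. The log2 ratio of MAP2 after injury was −1.32, with a q of 0.000225 in the authors' deposited table. MAP2 and MAP4 both carry values of 7 significant digits, and a ratio between genes changes with the number of entries summed for each.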

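SLC1A2, the gene of excitatory amino acid transporter 2, is listed with an authors' FPKM value of 33.7 in No-SCI and 16.7 after SCI, a log2 ratio of −1.01 and a q of 0.256 in the authors' deposited table. ALDH1L1 had 8.19 FPKM in No-SCI, at percentile 31.9, and 3.02 after SCI, a log2 ratio of −1.44 with a q of 0.00110 in the authors' deposited table. GFAP, S100B, AQP4 and SLC1A3 have no entry in the table. An astrocyte list of 30 genes has 21 listed genes, 2 of which the paper names, and its median was 96.3 FPKM in No-SCI (percentile 84.4) and 34.5 FPKM after SCI. APOE, NDRG2 and GLUL are its most abundant genes, with 10448, 8001 and 5858 FPKM in No-SCI. With the 9 absent genes counted at 0, the median of the list in No-SCI was 27.2 FPKM. Of the 21 listed genes 20 were lower after SCI, 9 of them differentially expressed, and the median log2 ratio of −1.12 lay below all 10000 matched random lists.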

We did not detect the following astrocytic markers: Glial fibrillary acidic protein (GFAP), S100B, Excitatory amino acid transporter 1 and 2 (EAAT1 and 2) and aquaporin 4 (AQP4), but did observe low level expression of ALDH1L1 (Nagelhus and Ottersen, 2013; Escartin et al., 2021; Sun et al., 2022). Microglial markers, such as Iba1 and P2YR12, were not detected. 

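Iba1 is the protein of the gene AIF1, and P2YR12 that of P2RY12. AIF1 is listed with an authors' FPKM value of 477 in No-SCI (percentile 96.9) and 417 after SCI, a log2 ratio of −0.20. P2RY12 is listed with 21.5 FPKM in No-SCI and 10.8 after SCI, a log2 ratio of −1.001. Neither passed the threshold, with q-values of 0.670 for AIF1 and 0.235 for P2RY12 in the authors' deposited table. Both genes have values of 7 significant digits, which limits the comparison of their levels with those of other genes.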

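The 6 microglial genes with values in Table 2 had log2 ratios from −0.82 for LPL to 0.74 for CST7. LPL has the smallest q of them in the authors' deposited table, 0.0731, and the q of SPP1 there is 0.704. AXL fell by 0.81 and TMEM119 by 0.42 on the log2 scale, and TREM2 rose by 0.59. A list of 24 microglia and macrophage genes, of which 21 are listed and 4 are named by the paper, had a median of 25.9 FPKM in No-SCI and 26.6 FPKM after SCI. Its genes were split, with 10 higher and 11 lower, 2 of them differentially expressed upward and 1 downward. The median log2 ratio of the list was −0.05, at percentile 60.3 among matched random lists.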

Several microglial cell markers were detected at low levels, but there was no difference in their P-Adj value when comparing controls and SCI (Gong et al., 2013; Raj et al., 2017; Sugiyama et al., 2019; Wang et al., 2020; Cao et al., 2021; Schwabenland et al., 2021; Sun et al., 2022). 

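In authors' FPKM values, 5 of the 6 microglial genes with values in Table 2 were under 100 in both groups, from 3.10 for LPL to 39.5 for AXL in No-SCI, and SPP1 had 222 in No-SCI and 265 after SCI. FCER1G and TYROBP follow AIF1 as the most abundant genes of the microglia and macrophage list. Over the whole table 8 genes were above 10000 in No-SCI and 8 after SCI, and 1 of the 12 genes of Table 1, MAP4, was among those of No-SCI. The median of the Table 1 genes in No-SCI was 193 FPKM.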

In general, the number of transcripts associated with microglial markers was relatively low (<100), whereas there were >10,000 axonal-associated markers detected. We have mixed results for detection of oligodendrocyte markers, but only CNP and MAG were significantly altered by SCI (CNP) which are known markers for the oligodendrocyte processes that myelinate axons, suggesting that we are detecting processes associated with the axons and not the oligodendrocyte cell bodies (Bradl and Lassmann, 2010; Miron et al., 2011). 

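CNP fell from 1887 to 615 FPKM (log2 ratio −1.62) and MAG from 272 to 87.4 FPKM (log2 ratio −1.64), with q-values of 0.0163 and 9.69e-06 in the authors' deposited table. Of the other oligodendrocyte genes in Table 2, MOG fell by 1.11 and APC by 0.73 on the log2 scale, with q-values of 0.138 and 0.0521 in the authors' deposited table. The recomputed adjustment over the listed entries gives APC 0.0482. OMG, the gene of OMgp, is listed with 16.9 FPKM in No-SCI and 5.45 after SCI, a log2 ratio of −1.63 with a q of 0.00447 in the authors' deposited table, while CSPG4, the gene of NG2, is at 1.63 and 1.60 FPKM. The log2 ratio of CSPG4, −0.02, changes sign under each of the 3 scalings tried. An oligodendrocyte list of 28 genes has 26 listed, 4 of them named by the paper, with a median of 155 FPKM in No-SCI and 63.2 FPKM after SCI. Of these, 20 were lower after SCI, and 14 were differentially expressed, all of them lower. The median log2 ratio of −1.17 lay below all 10000 matched random lists. Its 2 most abundant genes are MOBP and BCAS1, which fell to 27648 and 18311 FPKM after SCI.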

Taken together, the robust axonal signals that are associated with axonal markers with minimal dendritic and glial cell contamination, indicate that we had enriched the supernatant fraction for axonal RNA (Figure 1).

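The levels of marker gene lists before injury, as median authors' FPKM of their listed genes in No-SCI, can be set beside each other. A list of 22 axon-localized transcripts (21 listed, 1 named by the paper and 4 shared with other lists) had a median of 111 FPKM, at percentile 86.02 of all entries. Its most abundant genes were TMSB4X with 16339 FPKM and ACTB with 10547 FPKM. A list of 36 neuronal genes (30 listed) had a median of 30.8 FPKM (percentile 63.6), with GAP43, CELF4 and THY1 as its most abundant genes. The percentile of the oligodendrocyte list was 89.5, that of the astrocyte list 84.4 and that of the microglia and macrophage list 59.6. A list of 40 genes that nearly all cells express had a median of 489 FPKM (percentile 97.0). ACTB, among the most abundant genes of the axon-localized list, is on that list too. After SCI the axon-localized list was at 63.2 FPKM and the neuronal list at 16.7 FPKM. The median log2 ratio of the axon-localized list, −0.19, lay at percentile 18.9 of matched random lists, and that of the neuronal list, −0.60, at percentile 0.09. Without values for each library no spread between animals can be set against these differences. Counting listed genes that are absent from the table at 0 lowered the neuronal median to 19.03 FPKM. From the levels of its axonal markers and the low or absent dendritic and glial markers in Tables 1 and 2, the paper concludes that the supernatant was enriched for axonal RNA. The list levels cannot test this, because every library is of the supernatant and none is of the cell pellet or of whole cord.

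**Figure D2:**
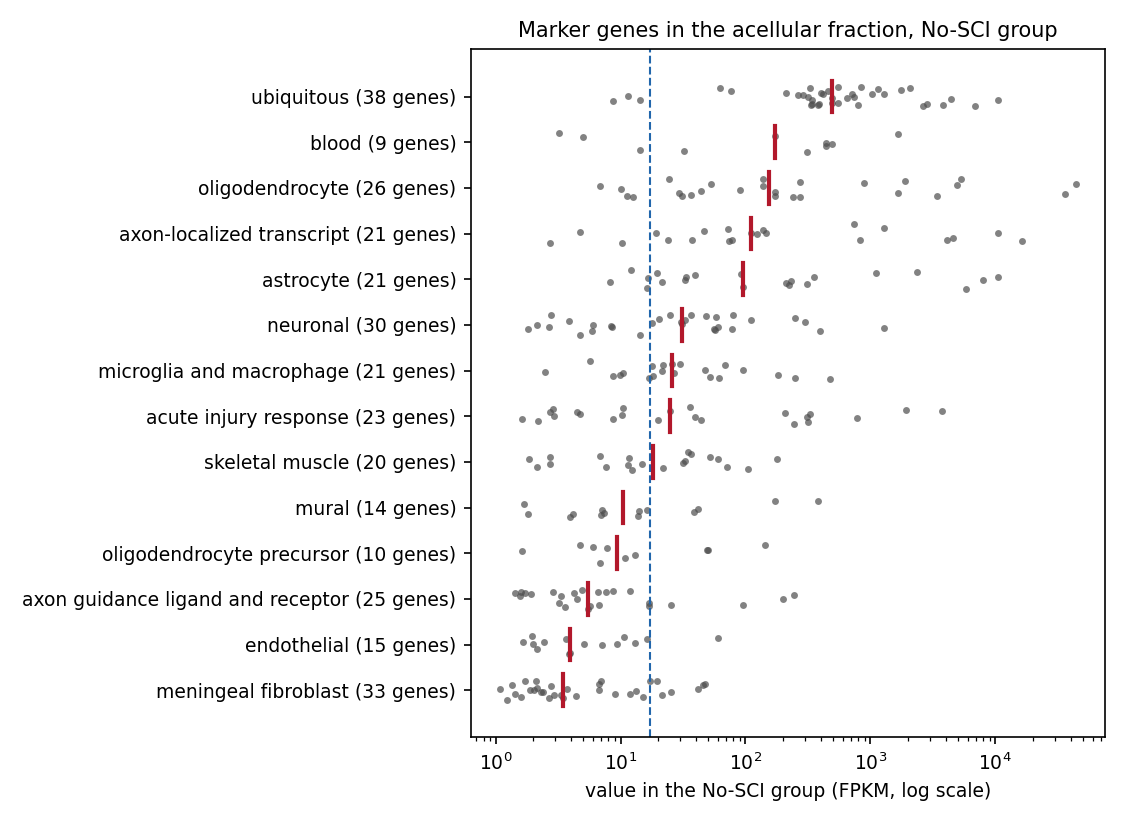
FPKM in No-SCI (x axis, log scale) of each listed gene of the 14 marker lists, 1 list per line. Each point is 1 gene, the red bar is the median of the list and the dashed blue line is the median of all entries, 17.2 FPKM; the ubiquitous, oligodendrocyte, axon-localized and astrocyte lists are among those with medians to the right of the line.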

**Table 2:** DEG analysis suggests minimal glial cell contamination.

DEG	No-SCI	SCI	P-Adj	Log2 Fold
Dendritic markers				
MAP2	2139.92	859.51	***0.000225***	−1.315974
Astrocytic markers				
GFAP	Not Detected			
S100B	Not Detected			
EAAT1/GLT1	Not Detected			
EAAT2	Not Detected			
AQP4	Not Detected			
ALDH1L1	8.19166	3.01872	***3.32E-05***	−1.44022
ALDOC	Not Detected			
SLC1A3	Not Detected			
Microglia markers				
Iba1	Not Detected			
P2YR12	Not Detected			
TMEM119	8.66	6.49	0.659135	−0.4151374
SPP1	221.958	265.43	0.703813	0.2580448
TREM2	21.771	32.834	0.516	0.5927786
AXL	39.485	22.511	0.276637	−0.8107108
LPL	3.096	1.752	0.07306	−0.8213534
CST7	3.682	6.166	0.478	0.7437049
Oligodendrocyte	Markers	Associated	with cell bodies	
MBP	Not Detected			
APC	185.118	111.813	0.052068	−0.727355
NG2	Not Detected			
O4	Not Detected			
MOG	138.127	63.8503	0.137524	−1.11323
Oligodendrocyte	Markers	Associated	with cell	processes
CNP	1887.484	614.932	***0.016289***	−1.61797
RIP	Not Detected			
GALC	10.114	6.4	0.528041	−0.66017
OMGP	Not Detected			
MAG	271.936	87.3568	***9.69E-06***	−1.63828

The table lists DEGs of known dendritic and glial cell markers. Adjusted *p* values, corrected for multiple comparison testing and fold changes are shown. Bold numbers indicate significant change.

**Figure 1:**
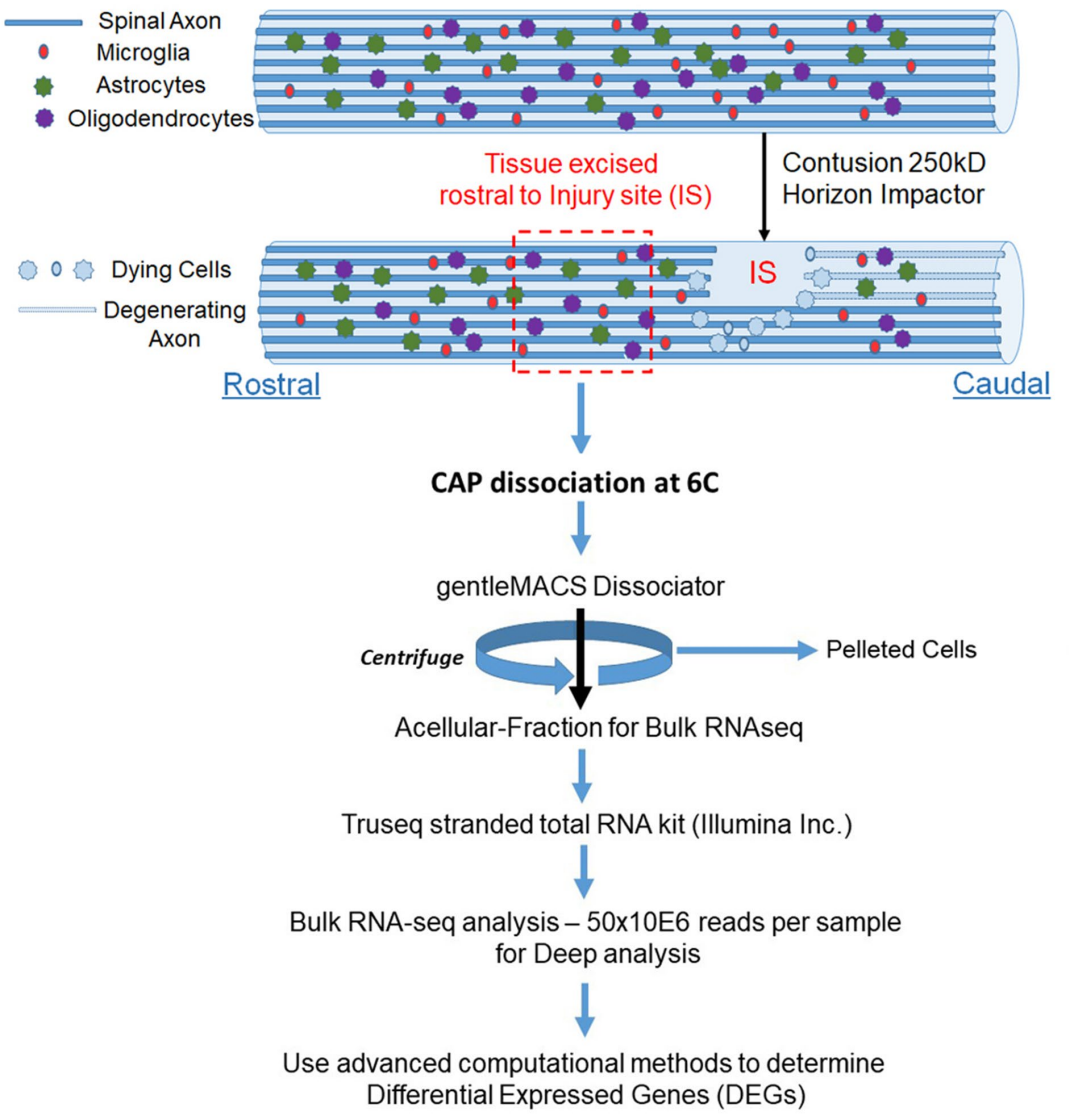
Schematic for enrichment of acellular RNA from the spinal cord. Adult Sprague Dawley rats have laminectomies at T9 and performed contusions using an Infinite Horizons impactor with a force of 250kdyne to induce SCI, while control animals have laminectomy only. We utilized two animals per condition. We wait 24 h and then excised tissue approximately one lamina rostral from the injury site (IS) and treated with CAP at 6°C. We used the gentleMACS Dissociator in the cold room set to the Brain setting and then centrifuged the sample at 1200RPM for 5 min. We used the supernatant fraction for Bulk RNA-seq. We identified DEGs between laminectomy alone vs. SCI. We used Gene ontology to identify biological processes (pathways) from DEGs.

We also looked for known markers of Spinal Interneurons (Table 3 and in Supplementary Table 1). 

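Among the interneuron genes CBLN2, GAD2, RORA, RORB and SMARCA2, RORA had the highest authors' FPKM value in No-SCI, 52.1. CBLN2 had 6.24 FPKM, GAD2 2.78, RORB 9.19 and SMARCA2 7.79. NPY, which Table 3 also lists, had 303 FPKM in No-SCI. Among the 19 markers that Table 3 gives as not detected, 4 that are named there by a protein name have an entry under their gene symbol. These are SLC6A5 (GLYT2) with 1.77 FPKM in No-SCI, CNTN2 (TAG-1) with 11.9 FPKM, SLC17A6 (VGLUT2) with 2.14 FPKM and DRGX (DRG11) with 3.12 FPKM.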

Only a few (ASCL1, CBLN2, GAD2, RORA, RORB, and SMARCA2) of the interneuron sub-type specific marker RNAs were detected. These had low abundance and were not significantly altered by SCI. 

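In No-SCI RORA was at percentile 74.3 of all entries, CBLN2 at 25.6 and GAD2 at 10.3. The log2 ratios after SCI were −1.14 for CBLN2, −0.60 for GAD2, −0.55 for RORA, −0.61 for RORB and −0.08 for SMARCA2. The sign of SMARCA2 flips under median centring (0.03) and upper quartile scaling (0.02). CBLN2 has the smallest q of these genes in the authors' deposited table, 0.163. Among the 4 markers listed under a gene symbol, SLC6A5 went to 1.04 FPKM after SCI and CNTN2 to 3.00 FPKM, with log2 ratios of −0.76 and −1.99 and q-values of 2.74e-05 and 0.00187 in the authors' deposited table. Both values of SLC6A5 lie near the lowest value in the table, 1.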

We also looked for motor neuron markers and found that roughly half of them were undetected. 

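Table 4 gives 7 motor neuron markers as not detected, and none of the 7 has an entry under its gene symbol or a synonym. The 8 with values had a median of 20.2 FPKM in No-SCI in the authors' values, from 1.15 for FOXP2 to 589 for ETV1. Over Tables 2 to 4, 36 genes are given as not detected, and 27 of them (75%) are missing from the table. The other 9 are all among the 16 given by a protein name, and none of the 20 given by the rat gene symbol is listed (Fisher's exact test, two-sided, p = 0.000122).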

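FOXP1 rose from 25.4 to 147 FPKM, a log2 ratio of 2.53 or 5.78-fold, and FOXP2 from 1.15 to 4.91 FPKM, a log2 ratio of 2.10. RUNX1 rose from 14.9 to 43.9 FPKM (log2 ratio 1.55), and ALDH1A2 rose from 4.40 to 61.1 FPKM (log2 ratio 3.80). ZEB2 fell from 152 to 80.2 FPKM, a log2 ratio of −0.92. In the authors' deposited table the q-values are 0.000349 for FOXP1, 3.25e-07 for FOXP2, 0.0210 for RUNX1, 1.87e-12 for ALDH1A2 and 0.0122 for ZEB2. ALCAM, SMAD1 and ETV1 had log2 ratios of −0.16, 0.09 and −0.61 and did not pass. The No-SCI value of FOXP2 lies near the lowest value in the table, 1, where an added constant would understate the ratio.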

For the remaining mRNA species for motor neurons, 5 were significantly altered by SCI and 4 of the motor neuronal markers (RUNX1, ZEB2, FOXP1, and FOXP2) have also been reported to be either in the axons or involved in mediating axonal elongation (König et al., 2011; Vernes et al., 2011; Adams et al., 2015; Hegarty et al., 2017). Overall, our analysis indicates that we do have enrichment of axonal RNA (see Tables 1–4; Supplementary Table 1) with minimal contaminating glial cells, spinal interneurons, or motor neurons (Figure 2). By Gene Ontology analysis, the second most significant pathway for all DEGs was axonogenesis, as well as other specific neuronal processes such as synaptic transmission and neurogenesis (Figure 2).

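The gene sets behind the Gene Ontology terms were not used here, so the enrichment was not recomputed. Of a list of 46 axon guidance ligands and receptors, 25 are listed, 2 of them named by the paper, and 10 (40%) were differentially expressed, 8 lower and 2 higher after SCI. Of all other entries 12.0% were differentially expressed (Fisher's exact test, two-sided, p = 0.000383, with genes as the units and not animals). The list had a median of 5.46 FPKM in No-SCI and 3.23 FPKM after SCI, and SEMA4D, with 244 FPKM in No-SCI, CNTN1 and ROBO2 were its most abundant genes. Its median log2 ratio of −0.72 lay at percentile 0.11 among random lists matched on expression.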

**Table 3:** DEG analysis suggests minimal spinal interneuron RNA.

DEG	No-SCI	SCI	P-Adj	Log2 Fold
Interneurons				
ASCL1	2.01347	2.88741	0.51936	0.520092
BARH1	Not Detected			
BRN3A	Not Detected			
BRN3B	Not Detected			
CBLN2	6.23645	2.839465	0.162549	−1.135106
DRG11	Not Detected			
GAD2	2.78046	1.833779	0.183802	−0.6005038
GLYT2	Not Detected			
GSH1	Not Detected			
GSH2	Not Detected			
ISL1	Not Detected			
LHX1	Not Detected			
LHX2	Not Detected			
LHX5	Not Detected			
LHX9	Not Detected			
LMX1B	Not Detected			
MATH1	Not Detected			
NPY	302.955	221.5497	0.700791	−0.4514731
PAX2	Not Detected			
PTF1A	Not Detected			
RORA	52.0532	35.422	0.526817	−0.5553411
RORB	9.1919	6.02137	0.4115	−0.6102714
SMARCA2	7.78941	7.35343	0.927974	−0.08309677
TAG-1	Not Detected			
TLX-3	Not Detected			
VGLUT2	Not Detected			

DEGs of spinal interneuron markers. Adjusted *p* values and fold change are shown. Additional markers can be found in Supplementary Table 1.

**Table 4:** DEG analysis for Motor Neuron RNA.

DEG	No-SCI	SCI	Q-value	Fold Change
Motor Neurons				
HB9	Not Detected			
ISL1	Not Detected			
ISL2	Not Detected			
LHX3	Not Detected			
FOXP1	25.43917	147.0716	***0.00034924***	2.531395
FOXP2	1.146702	4.91447	***3.25E-07***	4.285743
ALDH1A2	4.39558	61.0843	***1.87E-12***	13.89675
ALCAM	11.6908	10.45785	0.883312	0.8945367
RUNX1	14.94835	43.8459	***0.021013***	2.93316
PHOX2B	Not Detected			
POU3F1	Not Detected			
SMAD1	53.63974	57.01732	0.940752	1.062968
NOS1	Not Detected			
ZEB2	151.9246	80.1586	***0.0122304***	0.5276209
ETV1	588.7746	384.8541	0.304098	0.6526527

The table lists motor neuronal marker DEGs. Adjusted *p*-value and fold change are given. Bold numbers indicate significant changes Supplementary Table 1.

**Figure 2:**
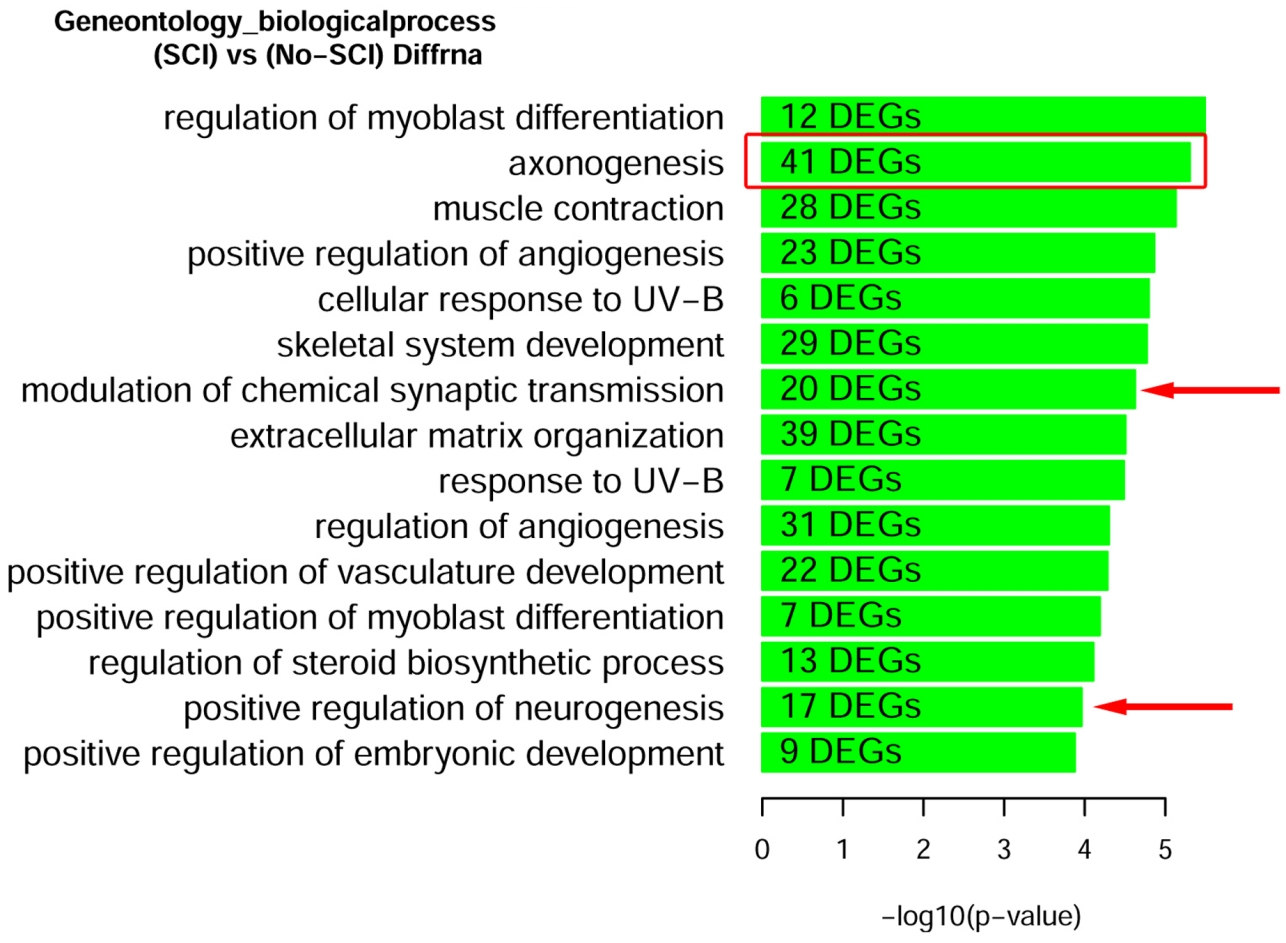
Gene Ontology enrichment of DEGs after SCI identifies that axonogenesis is a robustly significant biological processes. Rats with and without spinal cord injury (SCI) were subjected to CAP purification for the acellular fraction for Bulk RNA-seq analysis. Lists of DEGs were used for enrichment analysis to predict differentially regulated pathways. We find the second most significant pathway to be for Axonogenesis (red box). Other pathways relevant to the CNS are demarcated with a red arrow. A complete list of Up-regulated and Down-regulated GO-pathways is shown in Supplementary Figure 1.

We validated the expression of selected DEGs in axons of cultured primary rat cortical neurons plated in microfluidic chambers using RNA-scope. RNAscope enables us to visualize single RNA molecules within a cell using confocal laser microscopy. One novel DEG detected was GDA which can promote microtubule assembly in neurons, a necessary step for axonal extension, which is up-regulated after SCI (Akum et al., 2004). In Figure 3, we show validation of the RNAseq detected DEGs using RNAscope. We also probed for GAP-43, which was known to be located in the axons (Donnelly et al., 2013). We observed that GAP-43 (green) and GDA (red) were present in the cell bodies (Figure 3A left side and Figure 3H). 24 h post axotomy, the expression of both GAP-43 and GDA (Figure 3H) was increased compared to no axotomy control. Elevated GAP-43 expression was anticipated, as it is known to be elevated in neurons after CNS injury (Doster et al., 1991; Curtis et al., 1993). In addition to the increased axonal mRNA levels, both GAP-43 and GDA mRNAs are transported to more distal axonal regions following axotomy (see magnified region in Figure 3D, quantification in Figures 3F,G). The graphs in Figures 3G,H are the average of 4 independent experiments for which RNA was quantified blindly by two independent reviewers. We also examined other DEGs, such as NGF and IMPACT. NGF has a well established role in growth support of neurons and promoting neurite outgrowth and axonal extension (Mocchetti and Wrathall, 1995). IMPACT is found in the CNS, having a role as a translational regulator (Waller et al., 2012). In Figure 3E we show an axon exiting the microgroove and both NGF (red) and IMPACT (green) were detected but they were localized to different regions of the axons. We further validated additional DEGs detected in both cortical neurons and in adult rat spinal cord. We detected MACROH2A1 (red) and MAP4 (green) in cortical neurons in microfluidic chambers and in sectioned uninjured rat spinal cord by RNAscope (Figures 4A,B) and found their movement increases after axotomy. A second sample with a magnified region a axotomized sample displays the robust labeling of the axons with MAP4 and distribution of MACROH2A1 along the axons immunostained with β-III tubulin (blue; Figure 4B). MACROH2A1 is a variant of histone H2A; its depletion in mouse brains has been shown to boost hippocampal synaptic plasticity (Chiodi et al., 2021). Quantification of average distribution and distance from the microgroove edge are shown to the right of images (*N* = 4). With axotomy, more MAP4 and MACROH2A1 RNA are detected further along the axon when comparing to no axotomy control.

**Figure 3:**
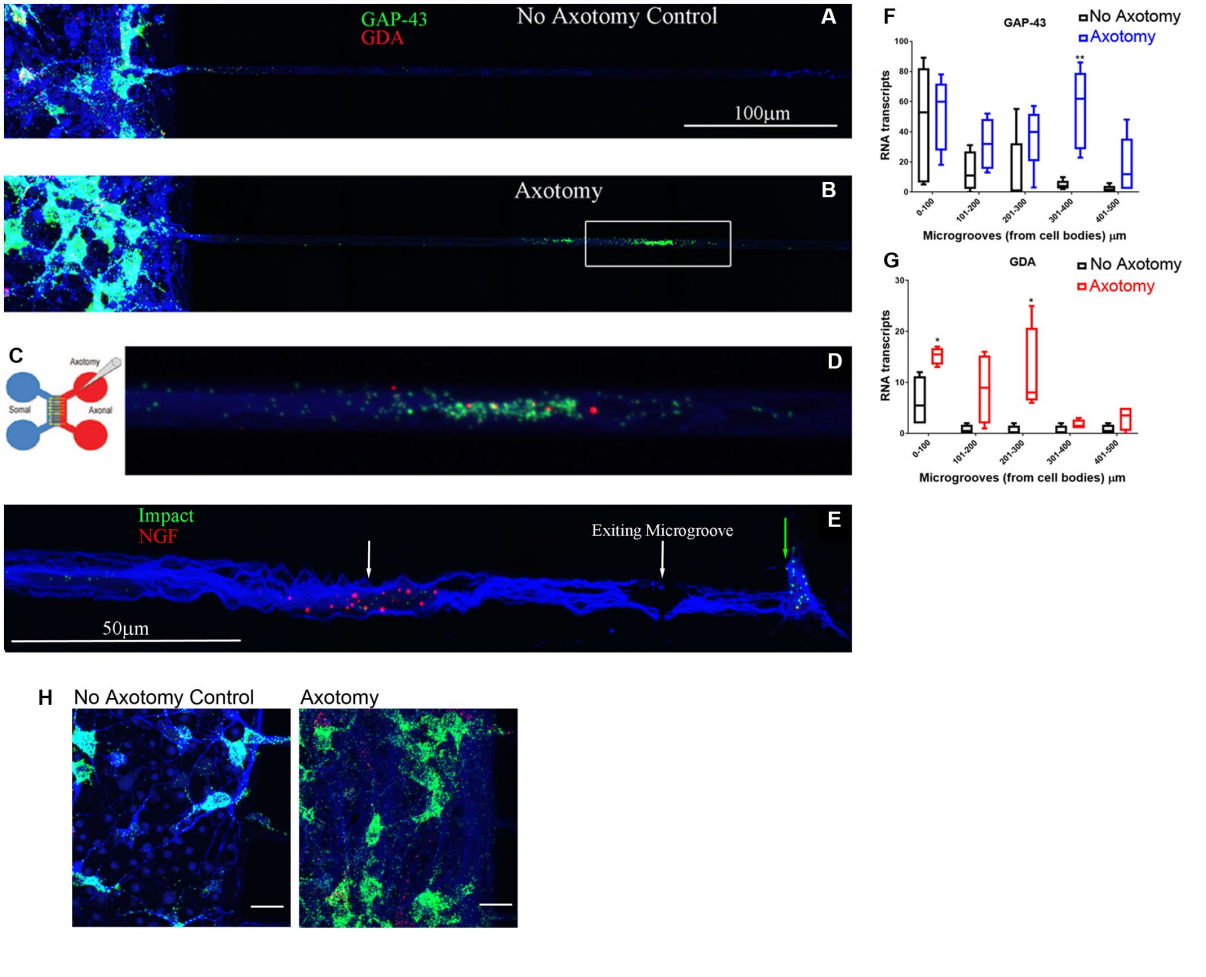
DEGs found from the RNA-seq data detected in growing axons using RNAscope. Primary rat cortical neurons were plated in microfluidic chambers and given 4 days to put axons across the microgrooves and into the axonal chamber. On day 4 we performed an axotomy and waited 24 h (see Cartoon of microfluidic chambers in **C**), where we sever the growing axons from the somal compartment. Comparing no axotomy controls **(A)** to lesioned axons **(B)** we see that in the cell body side (somal) on the left, there is in increase in GAP-43 (green) in the neuronal cell bodies that had axotomy in **(B)**. We also observed in the microgrooves of the lesioned axons, there was more abundant GAP-43 and GDA (red) in the microgrooves. The white box in **(B)** is shown in higher magnification in **(D)**, displaying the GAP-43 and GDA RNA. The axons are observed by immunohistochemical staining for β-III tubulin which is shown in blue. **(E)** Using RNAscope for Impact (Green) and NGF (Red), and looking in the microgrooves as the axons are exiting from them, we see a spatial distribution of NGF in the axons (see white arrow) comparing to Impact (see green arrow) which is found at the growing tip of the axons. We preformed 4 independent experiments for each condition. **(F)** Quantification of GAP-43 RNA in 100 micron increments within the microgroove with and without axotomy. The graph is the average of 4 independent experiments. **(G)** Quantification of GDA RNA in 100 micron increments within the microgroove with and without axotomy. The statistics is t-test with *p < 0.05 and **p < 0.01. **(H)** Closeup image of the cell bodies with and without axotomy and probed by RNAscope for GAP-43 (green) and GDA (red).are shown As predicted from MRNA-Seq data both GAP-43 and GDA should be elevated after axotomy and this is what we observe. The neurons are also immunostained with β-III tubulin which is shown in blue.

**Figure 4:**
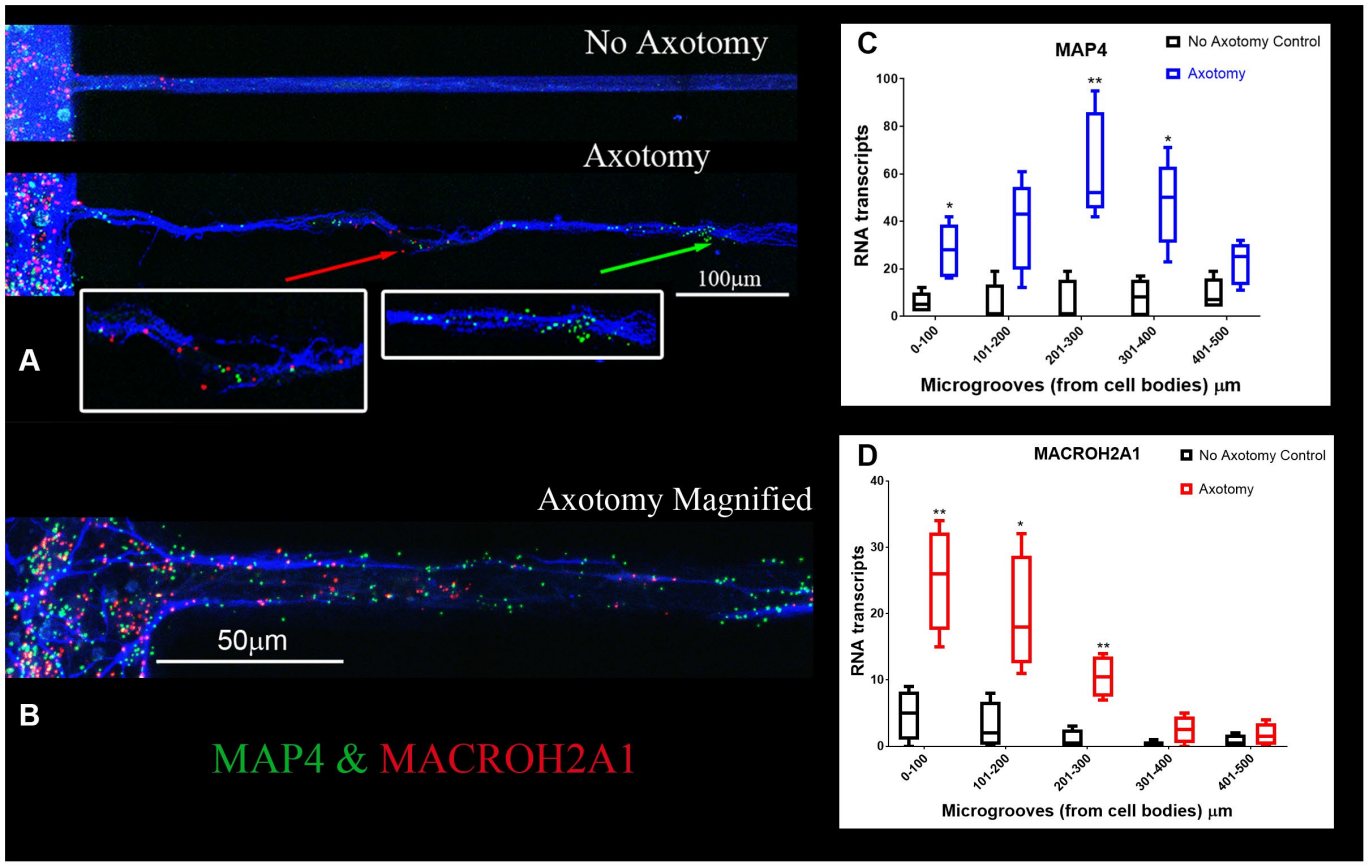
MACROH2A1 and MAP4 RNA are detected in axons with axotomy. **(A)** Cortical neurons in microfluidic chambers without axotomy have little detectable MACROH2A1 (Red) and MAP4 (Green) by RNAscope in growing axons immunostained with β-III tubulin (Blue). After Axotomy both multiple transcripts of MACROH2A1 (red arrow) and MAP4 (green arrow), several hundred microns further away when comparing to No Axotomy. We preformed 4 independent experiments. **(C)** Quantification of MAP4 RNA in 100 micron increments within the microgroove with and without axotomy. The graph is the average of 4 independent experiments. **(D)** Quantification of MACROH2A1 RNA in 100 micron increments within the microgroove with and without axotomy. The statistics is t-test with *p < 0.05 and **p < 0.01. The neurons are also immunostained with β-III tubulin which is shown in blue.

We examined localization of selected DEGs in rat spinal cord sections using RNAscope. The RNA for MACROH2A1 (red) and MAP4 (green) by RNAscope (Figure 5A), localized in the white matter outside of the DAPI (blue) stained nuclei. In a sagittal section of the rat spinal cord, we immunostained for β-III tubulin (blue) and detected the mRNA for MACROH2A1 (red) by RNAscope (Figure 5B), that co-localized with the β-III tubulin. Since we are interested in axonal translation, we also confirmed the expression of S6 Ribosomal Protein in the growing axons by immunohistochemistry (Supplementary Figure 3). Ribosomes were detected in the growth cone tip detected by Actin (red, see arrow) and along the axonal shaft with β-III Tubulin.

**Figure 5:**
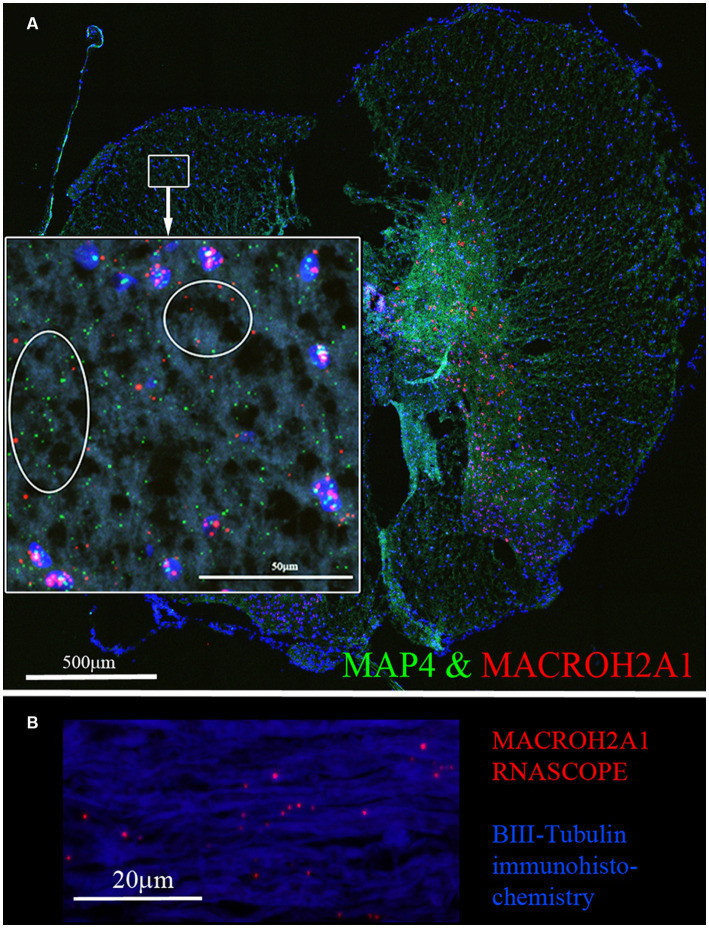
**(A)** MACROH2A1 and MAP4 RNA are detected in the white matter of rat spinal cord. Both MACROH2A1 and MAP4 transcripts are detected by RNAscope in the white matter of the uninjured rat spinal cord in the transverse plane, cell nuclei are stained with DAPI (blue). Looking at the magnified region in the white box, both MACROH2A1 and MAP4 transcripts are detected outside of DAPI positive nuclei and in the white matter. **(B)** Sagittal section of spinal cord revealing axons are immunostained with β-III tubulin (Blue) and RNAscope detection of MACROH2A1 (Red), revealing the presence of this RNA transcript along the axons.

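RIMS2 had an authors' FPKM value of 184 in No-SCI, at percentile 91.2 of all entries, and 68.5 after SCI, at percentile 80.2. The log2 ratio was −1.42, from −1.30 after median centring to −1.43 after 1 was subtracted from every value, an alternative chosen after the values were seen. The q-value of RIMS2 is 0.000259 in the authors' deposited table. Values per gene do not separate linear from circular transcripts.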

One DEG decreased after SCI was Rims2. Rims2 is reported to be predominately a circular RNA (circRNA) in the rodent brain (Rybak-Wolf et al., 2015). 

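Of the 12758 symbols in the authors' deposited table, 13 are listed 2 times, and for these the entry with the larger mean was used. The current rat reference has 11974 of the symbols as gene symbols and 253 as synonyms, and 531 were not matched. All 12771 entries have the status that marks a completed test. A further 101 groups of symbols, 214 entries in all, share their p with another symbol, and leaving these entries out gave 1514 differentially expressed genes.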

We therefore manually annotated over 12,000 genes detected in our RNA-seq for known circRNAs by searching the literature and using the known literature for identified circRNAs, in particular Rybalk-Wolk A, Mol Cell. 2015 Jun 4;58 (Dulin et al., 2015):870–85. doi:10.1016/j.molcel.2015.03.027 and circAtlas - https://ngdc.cncb.ac.cn/circatlas/, amongst others (Memczak et al., 2013; Rybak-Wolf et al., 2015; Piwecka et al., 2017; Kristensen et al., 2019; Vromman et al., 2021, 2022). We found over 200 putative circRNAs in our RNAseq data. 

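The 20 genes of Tables 5A,B were differentially expressed, 11 lower and 9 higher after SCI, with log2 ratios from −3.11 for GRM5 to 3.34 for CLMP. Ranked by q among all entries of the authors' deposited table, CLMP was at rank 41, GRM3 at 67, UCK2 at 80 and GRM5 at 105. VAPA was the last of the 20, at rank 1398, and the median rank was 307.5. In all, 3 of the 20 were among the 100 genes with the smallest q. GRM5 fell from 23.3 to 2.69 FPKM and GRM3 from 103 to 18.7 FPKM in the authors' values, while CLMP rose from 1.57 to 15.9 FPKM and COL3A1 from 2.32 to 11.5 FPKM. The No-SCI value of CLMP lies near 1, and its log2 ratio was 2.72 with a pseudocount of 1 and 4.70 with 1 subtracted from every value. NCAM1 (log2 ratio −1.29) and RTN4 (−1.36) fell, and FOXO3 (1.24) and VAPA (1.37) rose.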

In Tables 5A,B we list the top 20 most significantly altered putative circRNAs found. Down-regulated circRNAs are in Table 5 and the up-regulated ones are in Table 5B. We confirmed by RT-qPCR in combination with digestion by ribonuclease R (RbnR, an enzyme that can only digest linear mRNAs but not digest circRNAs), that we could detect the circRNAs for Rims2, RTN4 and VAPA in mouse spinal cord tissue with and without contusion (Figure 6). Supporting the RNA-seq analysis, RT-qPCR for both Rims2 and RTN4 confirmed that their mRNAs were significantly downregulated after SCI, while VAPA was up-regulated.

**Table 5:** (A, B) – List of putative circRNA detected by our RNA-seq.

DEG	No-SCI	SCI	*p*-Adj	Log2 Fold
A	Downregulated			
circRNA				
GRM5	23.29577	2.694973	**7.65E-07**	−3.111725
GRM3	102.725	18.6941	**4.31E-08**	−2.458133
SYN1	30.3644	6.49934	**0.0001**	−2.224016
MAGI1	214.236	52.34484	**0.0006**	−2.033082
ZKSCAN1	30.0316	8.962	**0.01046**	−1.744589
ASPH	104.0453	36.66751	**1.07E-05**	−1.504637
RIMS2	183.564	68.53002	**0.00026**	−1.421475
TRIM2	324.4108	130.2952	**0.00255**	−1.316038
NCAM2	7.72297	3.106897	**0.00158**	−1.313681
NCAM1	202.4714	82.64531	**2.51E-06**	−1.292713
RTN4	137.3176	53.3194	**0.00477**	−1.364784
B	Up-regulated			
circRNA				
FOXO3	25.1336	59.5538	**0.00924**	1.244576
TCF12	33.516	85.27979	**0.00676**	1.347501
VAPA	171.73	445.116	**0.04151**	1.374039
PRRX1	24.0978	63.6758	**0.00119**	1.401844
UCK2	18.7675	64.8097	**1.43E-07**	1.787973
COL3A1	2.31731	11.5008	**2.20E-06**	2.311211
FOXP1	25.43917	147.0716	**0.00034924**	2.531395
GDA	6.73558	51.191	**1.07E-06**	2.926016
CLMP	1.574086	15.92662	**3.56E-11**	3.338854

From our analysis, we have detected over 200 putative circRNA. We made a short list of the 20 with the most significant *p*-Adj values. The circRNA above the line are down-regulated after SCI are displayed in A and the ones that are up-regulated are displayed in B.

**Figure 6:**
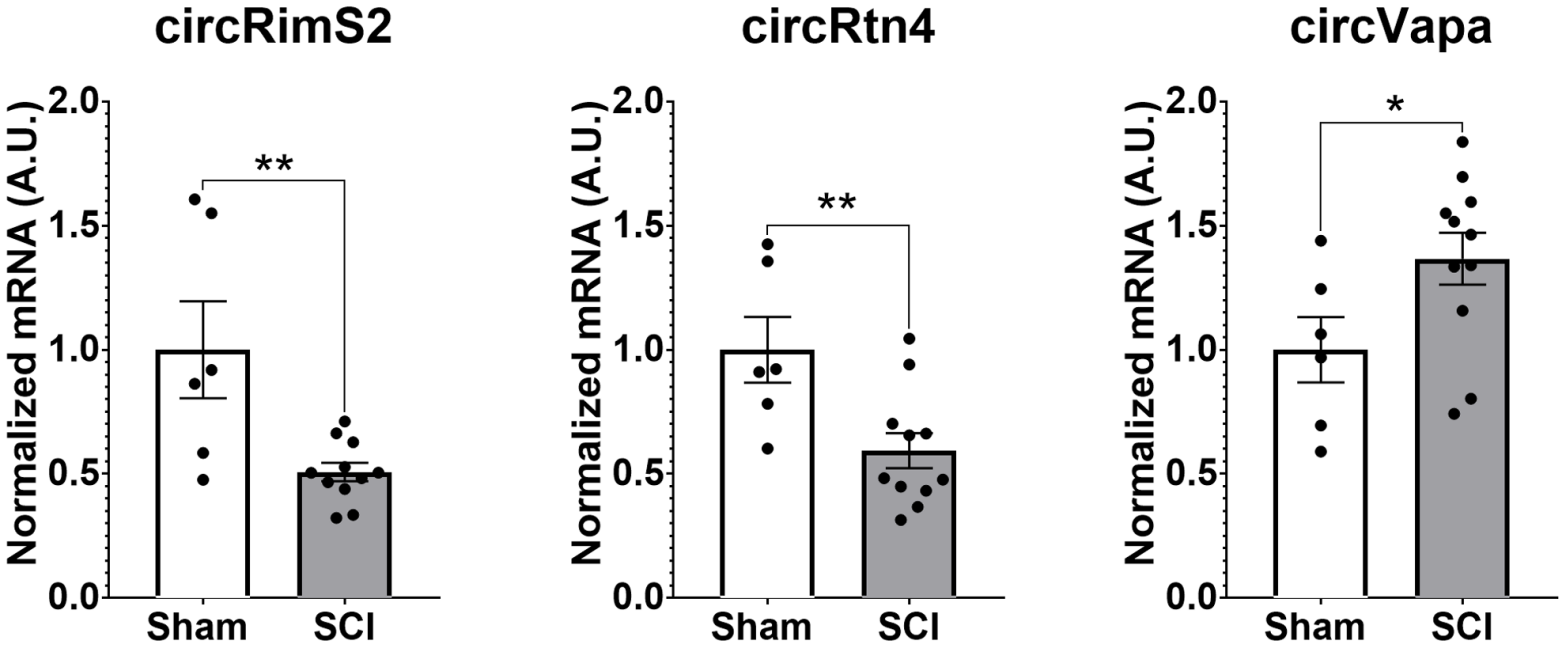
Validation by RT-qPCR in combination with RbnR treatment for identification of circRNA from mouse spinal cord. Using mouse spinal cord from animals with (*N* = 11) and without contusions (*N* = 6) at 14 days post injury, we combined RbnR treatment and RT-qPCR for detection of circRims2, circRtn4 and circVAPA. We found that the trends were the same as in the RNA-seq dataset, in that both circRims2 and circRtn4 were down-regulated while circVAPA was up-regulated. CircRNA changes are significant as determined by *t*-test with **p < 0.01 and *p < 0.05.

### Role of circRNA in axonal regeneration

To determine if circRNAs are involved in axonal regeneration, we knocked down the RNA editing enzyme ADAR1 by siRNA in primary rat cortical neurons (Ivanov et al., 2015). ADAR1 antagonistically regulates the formation of circRNAs (Ivanov et al., 2015). Ablation of ADAR1 should lead to an increase in circRNA levels. We first checked if ADAR 1 ablation affects the neurons at a functional level. ADAR1 ablation led to increases in axonal outgrowth (Figure 7). We confirmed by RT-qPCR that ADAR1 siRNA was decreasing ADAR1 expression by over 60% reduction (Supplementary Figure 2A). Controls (with scrambled siRNA) grew axons up to a maximum of 900 μm from the edge of the microgrooves (*N* = 4). ADAR1 knockdown resulted in longer (1.2 mm from the microgroove) and more abundant outgrowth (Figures 7B,C) at 800 and 900 μm from the edge of the microgrooves. RT-qPCR of cortical neurons with ADAR1 siRNA knockdown demonstrated significantly higher levels of the axonal specific marker, MAP4 (Figure 7D). We also determined that ADAR1 siRNA treatment significantly increases circRimS2 levels compared to scrambled controls (white) and promotes neurite outgrowth (grey; Figure 7E). There is also a trend for circRTN4 being elevated with ADAR1 siRNA (grey; *N* = 4, *p*-value 0.0532) compared to scrambled controls (white).

**Figure 7:**
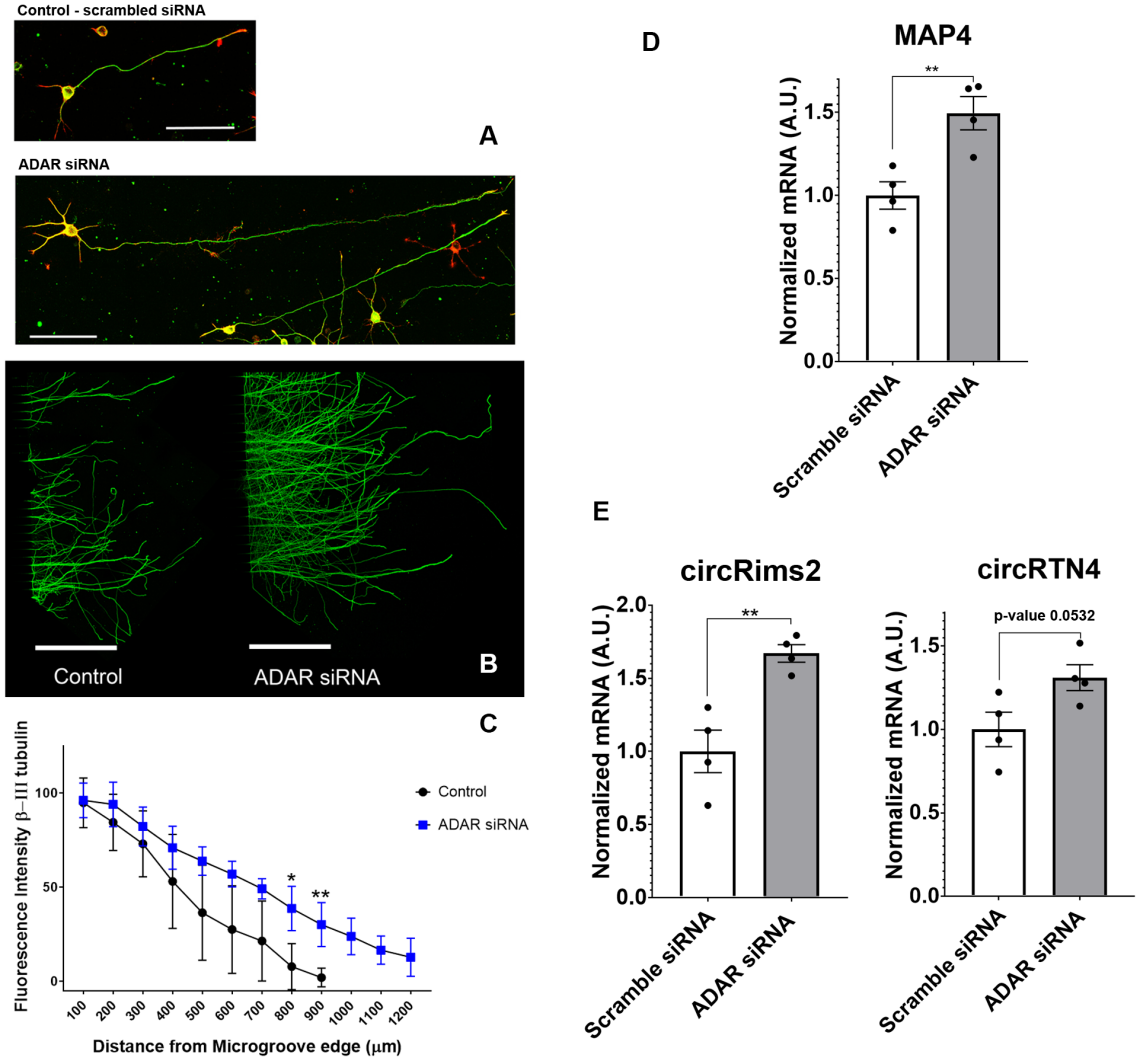
Treatment with siRNA against ADAR1 compared to scrambled controls promote longer axons in rat primary cortical neurons. **(A)** Axons were stained with β-III tubulin (green) antibodies and actin (red) stain. **(B)** Bottom panel, Cortical neurons in microfluidic chambers longer axons with ADAR 1 siRNA compared to scrambled controls, Scale right panels 20 μm and microfluidic chambers in left panel 500 μm. **(C)** The graph is the average of 4 independent experiments in the microfluidic chambers and data points are the average with standard deviation. Statistics is *t*-test (*p < 0.05 and **p < 0.01) comparing Control to ADAR siRNA (blue) at a fixed distance in the microgrooves. At 800 and 900 microns, ADAR siRNA (blue) were growing significantly longer compared to controls. The graph is also displayed in Supplementary Figure 2, where we show the distribution of points for each condition. **(D)** In 4 independent experiments we targeted ADAR with siRNA and observed by RT-qPCR that MAP4 goes up significantly compared to scrambled controls. **(E)** By RT-qPCR in combination with Ribonuclease R to specifically detect circRNA, we observed up-regulation of both circRims2 (very significant) and circRTN4 (nearly significant, *p*-value 0.0532).

We confirmed the presence of circRims2 in rat spinal cord (Figure 8). Adjacent sections of uninjured spinal cord from the same animal were used for RNAscope detection of GAP-43 (green) and Rims2 (red) transcripts with β-III tubulin (blue) immunohistochemistry. One section was treated with ribonuclease R (right image) to eliminate linear transcripts (GAP-43) and linear Rims2; the adjacent section was used as an untreated control. Both transcripts were present in untreated sections; with ribonuclease R treatment, GAP-43 expression was absent, but Rims2 was detected indicating that it is circular and therefore protected from the ribonuclease.

**Figure 8:**
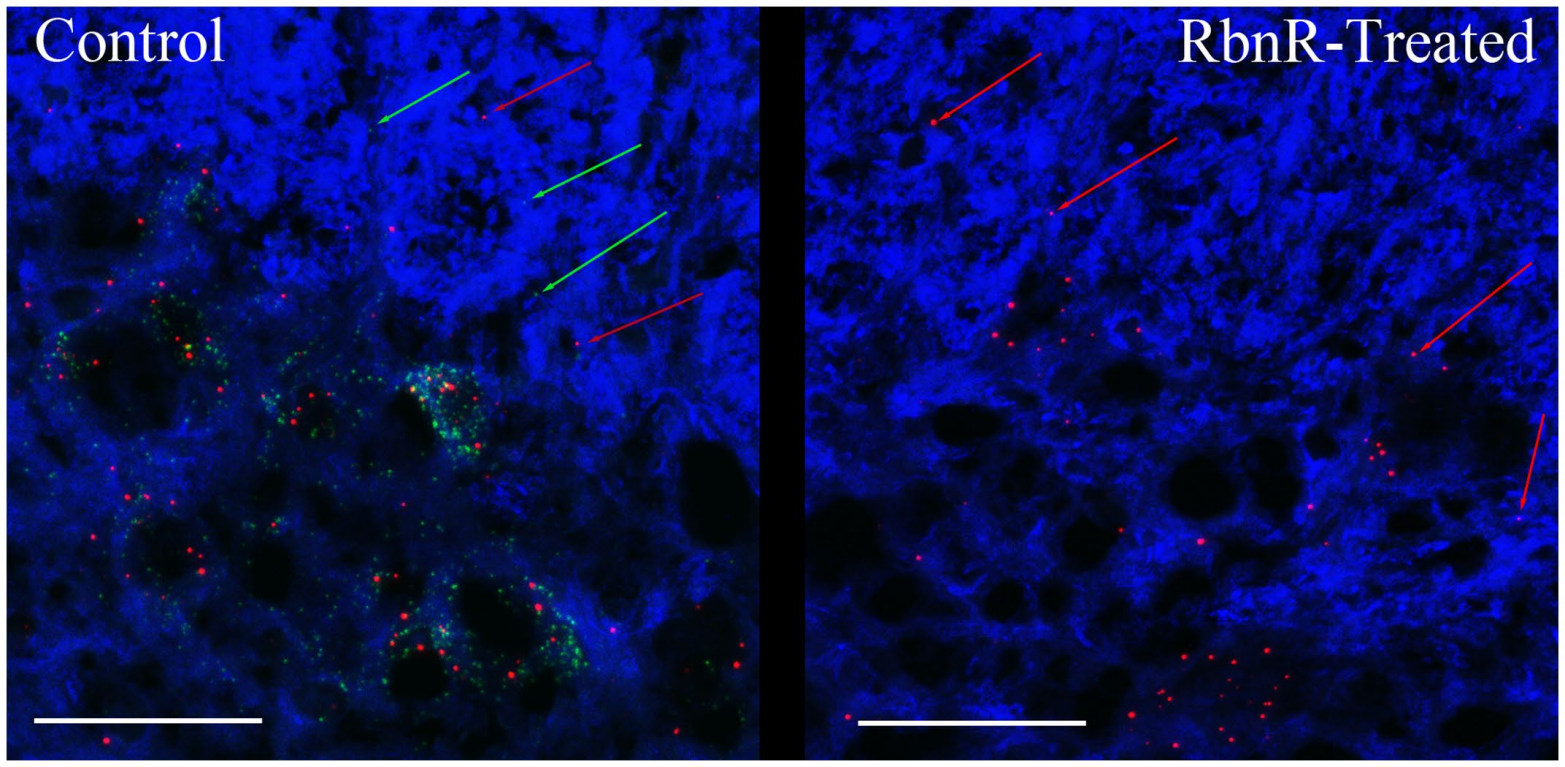
circRims2 is detected in rat spinal cord by RNAscope. Uninjured spinal cord section probed by RNAscope for GAP-43 (green) and Rims2 (red) transcripts and for with β-III tubulin (blue) immunohistochemistry. Adjacent sections were processed identically except that one was treated with RbnR to remove all linear transcripts, such as GAP-43 and preserve circRNAs. In the control (left) we detect both GAP-43 (green arrows) and Rims2 (red arrows). With RbnR-treatment, only the circRims2 remains and GAP-43 is undetected (right).

### A potential RNA regulatory pathway in axons

Since the known roles for circRNA are to serve as miRNA ‘sponges’ or to bind to RNA-binding proteins (RBP; Memczak et al., 2013; Piwecka et al., 2017; Kristensen et al., 2019), we took a bioinformatics approach by using Circular RNA Interactome to determine which miRNA or RBP could be binding to circRims2 (Dudekula et al., 2016). We detected several miRNAs that have been implicated in regulating axonal outgrowth, such as miR-155 (Gaudet et al., 2016, 2018), miR-21 (Kar et al., 2021) and miR-377 and -192. The latter two miRNAs also target GAP-43 (Liu et al., 2020; Li et al., 2021). From this bioinformatics analyses, we hypothesize an RNA pathway in axons from circRims2 to GAP-43 mRNA. Such a pathway would be able to regulate the local levels of GAP-43 protein (Dudekula et al., 2016). Additionally, we find that circRims2 can interact with the RBP, FUS, which is involved in neurite outgrowth (Supplementary Figure 4; Orozco et al., 2012; Guo et al., 2017; Ishigaki and Sobue, 2018; Birsa et al., 2021).

## Discussion

Identifying the axonal RNAs transported to the site of axotomy in the injured spinal cord is critical to determining which of these may be required for promoting axonal repair. A reliable technique for determining specific axonal RNA without contaminating glial cell or spinal neuronal cell bodies RNA has been lacking. Here, we report a simple procedure for enriching axonal fractions of spinal cord incorporating cold active proteases that function at 6°C that helps reduce artifacts from transcription or translation of RNA that can occur with enzymatic digestion at 37°C (Figure 1; Adam et al., 2017). Our analysis indicates the enrichment of axonal RNA (see Tables 1–4; Supplementary Table 1). Intriguingly, the only significant DEG for oligodendrocytes detected were for CNP and MAG, which are known to be associated with myelinating processes that ensheath axons (Bradl and Lassmann, 2010; Miron et al., 2011). Though no significant spinal interneurons markers were detected, we detected five motor neuron (MN) marker RNAs that were significantly modulated when comparing control preparations to SCI. In the literature, 4 of these 5 mRNAs (RUNX1, ZEB2, FOXP1 and FOXP2) have also either been detected in the axons or are involved in axonal outgrowth (Bradl and Lassmann, 2010; König et al., 2011; Miron et al., 2011; Hegarty et al., 2017) and hence we cannot rule out that they are axonal in origin. We validated that the DEGs detected by RNAseq could be detected in the growing axons of cortical neurons in culture and in the white matter of the adult rat spinal cord. Similar to what has been reported for GAP-43 elevation after axon injury, we observed elevated GAP-43 levels after axotomy of cortical neurons (Figure 3H; Doster et al., 1991; Curtis et al., 1993). In our RNA-seq dataset, we detected a novel DEG, GDA, which is found at synapses, and which increases significantly after injury (Akum et al., 2004). We confirmed by RNA-scope that not only do GDA levels go up after axotomy but GDA transcripts travel significantly further down the axons growing in the microgrooves (Figure 3). Similarly, MACROH2A1, which is elevated after SCI, and we detect it in the axons of cortical neurons (Figure 4) as well as in the white matter of the spinal cord outside of the neuronal cell bodies (Figure 5). These findings support the conclusion that we are indeed detecting axonal localized RNAs.

An important consideration was the detection of MAP4 in our primary neuronal cultures isolated from pup brains compared to adult spinal cord (see Figures 4, 5). Though MAP4 was detected in both primary neurons and in the spinal cord, MAP4 RNA was expressed in higher levels and moving along the growing axons that had been severed in our microfluidics chambers. MAP4 protein is associated with microtubules and after axotomy axons were regrowing with an observed increase in MAP4 mRNA. While adult animals with spinal cord which do not spontaneously recover after SCI, we observed a decrease in MAP4 levels from our RNA-seq. These differences in MAP4 expression could be attributed to young neurons growing on a permissive substrate to regrow axons (hence increasing MAP4) compared to adult animals that have far less spontaneous regrowth and diminished detection of MAP4.

One DEG in the axon, Rims2, has been found to be predominately a circRNA in the rodent brain (Rybak-Wolf et al., 2015). We detected circRims2 by RT-qPCR in combination with ribonuclease R treatment in spinal cord tissue. Similar to what we observed from our RNA-seq analysis, we observed that Rims2 goes down significantly after injury (Figure 6). In an effort to find additional putative circRNAs altered following SCI, we annotated our data and found over 200 circRNA that were significantly modulated after SCI (see Tables 5A,B). To better understand the potential role that circRNAs play in axonal growth, we modulated the level of ADAR1, that inhibits the formation of circRNA. Using siRNA to block ADAR1 expression we show that cortical neurons grow more abundant and longer axons (Figure 7). This finding directly suggests that up-regulating the formation of circRNA leads to longer axonal outgrowth and suggests reduction of these circRNAs following SCI impairs axon regeneration. We used RNAscope to confirm the expression of circRims2 RNA in spinal cord tissue. In combination with RbnR treatment that digests linear mRNA, such as GAP-43, but does not affect circRNA, we found that Rims2 expression was preserved in the tissue (Figure 8). While little is known about the role of circRNAs in neuronal function, both miRNA and RNA-binding protein (RBP) binding functions have been described for circRNA. In addition, there are several other noted functions, including being transcriptional regulators and binding to ribosomes directly.

To identify potential mechanisms underlying circRNA on axon growth, we used bioinformatic analyses to predict which miR and RBPs could be binding to circRims2. We found multiple likely miRNAs that could bind to circRims2 that have also been reported to either target known mRNAs that modulates axonal regeneration or has been shown to mediate SCI-injury (see Table 6). Circular RNA interactome predict the miRNAs that can bind to circRims2 (Dudekula et al., 2016). Of those predicted miRNAs two can also bind to the 3’UTR of GAP-43, an mRNA known to be transported into axons for local translation. They are miR-192 and -377, each having 8 or 7 predicted binding sites, respectively, to circRims2. Axonally translated GAP-43 supports axonal elongation (Willis et al., 2005) and we detect GAP-43 mRNA in the axons by RNAscope.

**Table 6:** Predicted miR that can bind to circRims2.

miRNA predictions	#binding sites	Mediated effects	Targets
miR-495	31		STAT3
miR-494	21		Nogo
miR-142-5p	13	Detected in sera of patients with SCI	
miR-145	12	Negative regulator of astrogliosis	
miR-21	10	Regulate Axon Growth	BDNF;PTEN
miR-431	10	Enhances axonal regeneration	Wnt signalling
miR-155	8	Deletion promotes longer neurites	CREB1
miR-331-3p	8	Attenuates neuropathic pain	RAP1A
miR-192	8		GAP-43
miR-377	7		GAP-43

Using Circular RNA Interactome, we predicted which miR can bind to circRims2 and the number of binding sites. We present miR that are known to mediate SCI injury or whose targets are a known protein that is an effector for axonal regeneration.

Yayon et al. utilize a method called Patch-Seq analysis which is single-cell RNA-seq from fixed tissues using iDISCO and advanced microscopy (NuNeX) to help spatially select VChIs neurons and detect changes in dendritic regions of these neurons after whisker deprivation model (Yayon et al., 2023). By doing so, they have detected dendrite localized transcripts such as Elmo1, Msi2 and Tubb3 (β-III tubulin) which are down-regulated, while Arpp21 and Sema5b are up-regulated. 

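TUBB3 had an authors' FPKM value of 48.5 in No-SCI and 38.7 after SCI, a log2 ratio of −0.32. Its q in the authors' deposited table is 0.753, and it was −0.21 on the log2 scale after median centring. SEMA5B fell from 6.73 to 2.38 FPKM, a log2 ratio of −1.50, with a q of 0.0490 in the authors' deposited table. SEMA5B is past the threshold at a q of at most 0.05 and not at 0.01.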

From our findings, we observed that Tubb3 and Sema5b, which are detected in both dendrites and axons, go down significantly after injury. We detect no significant changes in Elmo1 or Msi2. 

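ELMO1 had an authors' FPKM value of 10.6 in No-SCI and 8.86 after SCI, a log2 ratio of −0.26. MSI2 had 161 FPKM in No-SCI and 164 FPKM after SCI, a log2 ratio of 0.03. Their q-values in the authors' deposited table are 0.808 and 0.985. Without values for single animals, the size of change that would have been detectable is not known.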

Intriguingly, Arpp21 goes down significantly after injury in our RNA-seq, by 4-fold and it is a putative circRNA. 

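The authors' FPKM value of ARPP21 fell from 44.7 in No-SCI (percentile 71.4) to 11.7 after SCI (percentile 42.9). The recomputed log2 ratio was −1.93, which is 3.80-fold lower. With a pseudocount of 1 the log2 ratio was −1.84. It was −2.02 with 1 subtracted from every value, an alternative chosen after the values were seen. The q of ARPP21 in the authors' deposited table is 0.00435.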

Further analyses are required to have a better understanding the consequences of these changes in potentially dendritic and axonal signatures. Similar to other reports such as Hanan et al. looking at circSLC8A1 in a Parkinson’s Disease model, we will follow-up our findings of circRims2 to elucidate it’s molecular mechanism to potentially modulate axonal outgrowth and to determine the miRNA and/or RBPs that it could be binding to for regulation of this outgrowth (Hanan et al., 2020).

These observations predict a RNA-based regulatory pathway from circRNA Rims2 → miRNA (miR-192 or −377) → GAP-43 mRNA to control axonal levels of GAP-43 protein and regulate axonal outgrowth (Figure 9). The decreased levels of circRims2 after SCI indicate that there may local internal RNA- mechanisms that control axonal regeneration and RNA based therapies could play a role in neurorepair.

**Figure 9:**
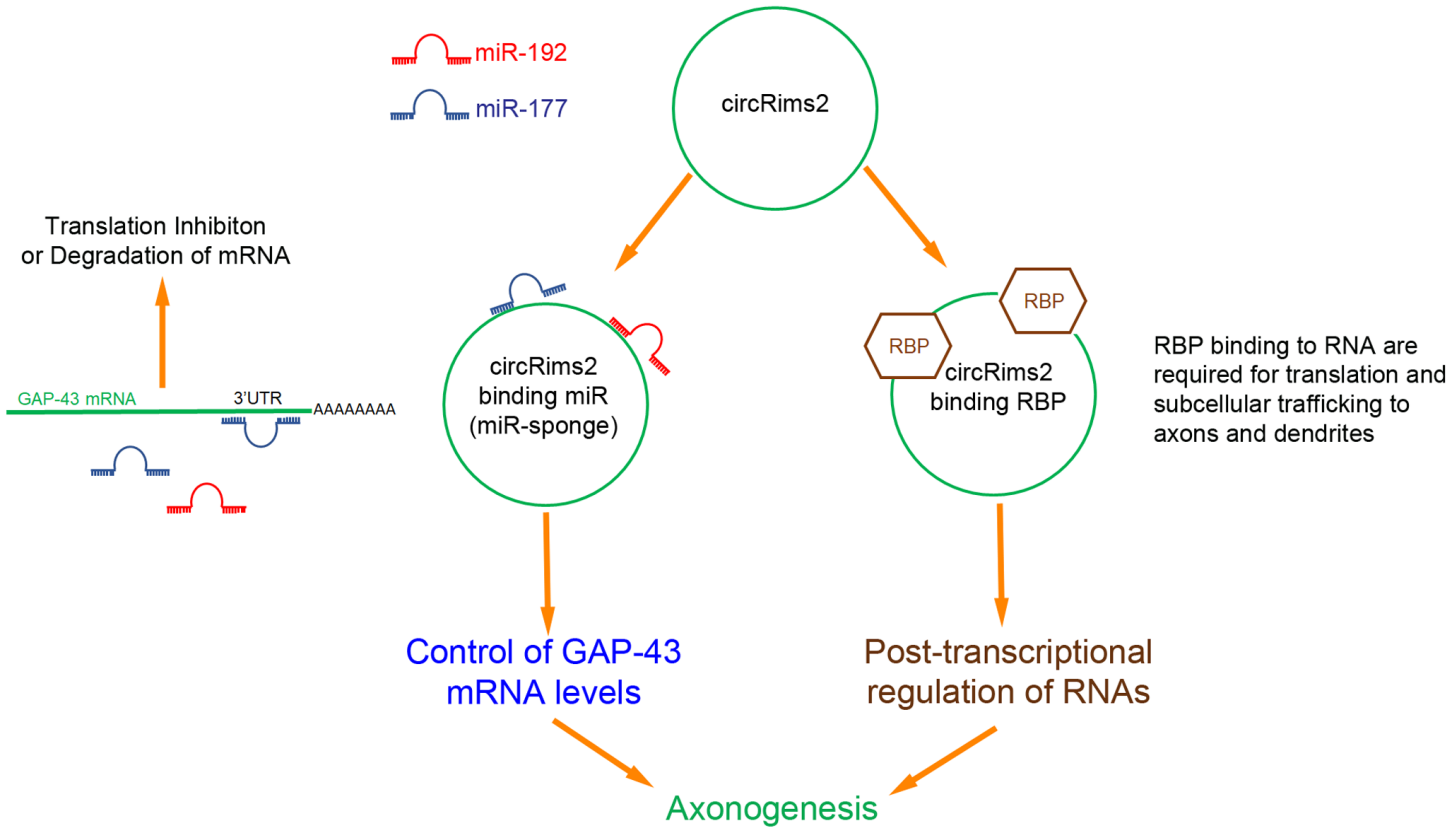
Inferred RNA pathway for circRims2 in modulating axonogenesis. By data mining, we identified 18 miR that could bind to circRims2 including miR-192 (red) and miR-177 (blue) that can target the 3’UTR of GAP-43 mRNA. mRNA bound to miR are either inhibited from being translated or degraded. circRNAs have been described to be miR-sponges. circRims2 could competitively bind miR-192 and -177 and prevent them from binding to GAP-43 mRNA, controlling expression of GAP-43 and promoting axonal outgrowth. circRims2 could also bind to RBPs, such as FUS that are known to mediate axonal outgrowth. RBPs can be involved in subcellular trafficking of RNA to axons and dendrites. RBPs are known to also regulate translation, hence another putative mechanism for regulating axonogenesis.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE230066.

## Ethics statement

The animal study was reviewed and approved by the IACUC at Icahn School of Medicine at Mount Sinai and James J. Peters VA Hospital.

## Author contributions

MS developed all conceptual ideas, analyzed and assisted with all experiments, microscopy, and wrote the manuscript. CT assisted with all *in vivo* experiments, RT-qPCR, and preparation of RNA for RNA-seq. NJ assisted with all *in vitro* experiments, RNA-scope, preparation of primary neuronal cultures, and blinded quantification of data. JH performed all RNA-seq data analysis. YX assisted with circular RNA Interactome analysis. WM assisted with all RNA analysis. RT assisted with all *in vitro* experiments, preparation of primary neuronal cultures and RNA-scope. KJ assisted with *in vivo* experiments and RT-qPCR. GJ assisted with RNA-scope. ZS performed all blinded analysis of RNA-scope experiments. LH assisted with *in vivo* experiments. JD assisted with mouse primary neuronal cultures and RT-qPCR. KB performed RNA-seq experiments. RS performed RNA-seq experiments. DW assisted with RNA analysis and critical editing of the manuscript. CC assisted with developing the conceptual ideas for the experiments and critically reviewed the manuscript. RI developed the conceptual ideas for the experiments and critically reviewed the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by NIH grant GM 137056 and NYS Spinal Cord Injury Research Program Contract number #C34460GG.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Spinal cord injury regulates circular RNA expression in axons
**Source:** Front Mol Neurosci. 2023 Aug 24;16:1183315. doi: 10.3389/fnmol.2023.1183315
**Supplement:** Supplementary file 5

**Supplementary Table 1 – Additional markers for spinal interneurons and motor neurons.** These are additional markers for spinal interneurons and motor neurons that have been reported. They are detected in low abundance. 

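ESRRG had an authors' FPKM value of 7.15 in No-SCI, at percentile 28.7 of all entries, and 1.79 after SCI, at percentile 4.39. The log2 ratio was −2.001 as deposited and −1.55 with a pseudocount of 1, and with 1 subtracted from every value, an alternative chosen after the values were seen, it was −2.97. The q of ESRRG in the authors' deposited table is 0.000330.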

Intriguingly, ESRRG which was significantly down-regulated after injury is also a putative circRNA. Adjusted P value and fold change are given.

How the deposited data were processed for this re-analysis (not part of the article)

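RNA was measured in the supernatant that remained after spinal cord tissue of rats was digested in the cold and its cells were spun down, 24 h after a laminectomy at T9 alone (No-SCI) or with a contusion of 250 kdyne (SCI). The sample labels show 2 No-SCI libraries and 1 SCI library, and the paper states 2 animals per condition. The authors depleted ribosomal RNA, sequenced strand-specific total RNA libraries, downsampled the reads to the smallest library, aligned them to the rn6 genome with STAR 2.5.4b and compared the groups with Cuffdiff from cufflinks 1.3.0 and upper quartile normalization. The deposited FPKM values are the authors' group estimates from Cuffdiff, 1 for No-SCI and 1 for SCI in each entry. The p-value and q-value of each entry are also the authors', from Cuffdiff's test of SCI against No-SCI. If the only SCI library of the labels entered that test alone, they hold no spread between injured animals. The deposited fold change is the authors' ratio of the SCI to the No-SCI value, and the deposited log2 value is its logarithm.

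The table has 12771 entries with 12758 symbols, and for the 13 symbols listed 2 times the entry with the larger mean was used for single genes and lists. All entries carry the status of a completed test. No deposited value lies below 1. The columns were read by the group named in them, and 0 measurement columns were left without a group. Of the symbols, 11974 matched a gene symbol and 253 a synonym of the GRCr8 rat reference, and 531 matched neither. That table was used for names alone, because the values were made on another assembly, so no coordinates are given and no check of gene length or GC content was run.

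Since the table holds no value per library and no counts, the depth behind a value is unknown. The low values were looked at for steps that would give whole reads, but the values that start at 1 and the values with more digits than 1 Cuffdiff estimate, described with the other observations, leave no such steps. No spread between animals, confidence interval or test between groups could be computed, and every p-value and q-value of a gene is the authors'. What was computed is the log2 ratio of SCI to No-SCI without a pseudocount (equal to the authors' log2 value within 1.30e-06), the fold, the rank and percentile of each gene in each group, a Benjamini-Hochberg adjustment of the deposited p over the entries listed, counts of genes past the paper's threshold (q of at most 0.05 and fold change of at least 1.3), and the medians of marker gene lists.

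The 14 lists hold astrocyte, microglia and macrophage, oligodendrocyte, oligodendrocyte precursor, endothelial, mural, meningeal fibroblast, skeletal muscle, blood, neuronal, axon-localized, axon guidance, acute injury response and ubiquitous genes, 378 entries in all, of which 306 are in the table. A list of 25 interferon response genes, 23 of them in the table, was added after the values were seen. The median log2 ratio of each list was placed among those of 10000 random lists of the same size matched on mean expression in 10 bins, with seed 1. Such a percentile describes these libraries and is no p-value across animals, since genes are not replicates. Shares of genes were compared with Fisher's exact test, two-sided.

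The genes named one by one are every gene the paper names in its tables, Results and Discussion, and the 5 with the largest log2 ratio in each direction among genes past the threshold that have a mean of at least 1 FPKM and a named symbol. Some of these genes are not reported here. For the lists, the 3 most abundant genes and genes past the threshold may also be named. RN7SL1, which ranks above MAP4, falls outside these and was chosen after its values were seen. So were the ribosomal protein genes, the genes UBB and FTH1 and the pairs of genes with the same p.

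The alternatives were pseudocounts of 1 and 0.1, median centring, scaling to the same total and to the same upper quartile, a q of at most 0.01, no fold minimum, a fold minimum of 2, a mean of at least 1 FPKM, a recomputed adjustment, list means in place of medians, random lists matched in 20 bins, list genes absent from the table counted at 0, list genes that the paper names left out, and SCI in place of No-SCI for levels. Subtracting 1 from every value and leaving out entries that share their p with another symbol were added after the values were seen. The list and adjustment steps were tested on simulated data. Of 200 lists without a change, 5% fell outside the central 95% of random lists, and of 200 lists shifted by 1 on the log2 scale 100% were found. These lists held 30 genes each, drawn at random from shuffled log2 ratios. They check the computation, and not the error rate for genes that change together or the power for smaller shifts. The adjustment recovered 200 of 200 changed genes among 12771 with 12 unchanged genes called, and differed from that of scipy by at most 2.22e-16. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The Gene Ontology enrichment was not recomputed, because its gene sets were not used here, and the RNAscope, culture and RT-qPCR experiments were not analysed here.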

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

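The paper reports on none of the 3 lists below, and each rose after SCI to above the central 95% of matched random lists. Among the 14 lists, without the interferon response list added later, 3 lay above that range and 5 below it. Of 14 lists of genes drawn at random, 0.7 would lie outside it. The 14 lists and their percentiles among random lists, with values as deposited, were set before the data were examined. All other tests in this part were chosen after the results were seen. The comparison rests on 2 No-SCI libraries and 1 SCI library given as 1 value per group, and none of these changes was set against a spread between animals, and an effect of the injury stays open as untested.

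The meningeal fibroblast list (33 of 36 genes listed, none named by the paper or held by another list) had a median log2 ratio of 1.93, higher than 100% of the random lists, and its median went from 3.43 to 18.9 FPKM. Of the 33 genes 32 were higher after SCI, and 26 were past the paper's threshold. The most abundant after SCI were MGP with 757 FPKM, CRABP2 with 382 FPKM and NUPR1 with 373 FPKM, while COL1A1 and COL1A2 reached 5.25 and 6.43 FPKM. Scaling of the groups is argued against as the cause, because the ubiquitous genes rose by a median of 0.158. The values near 1 at low levels are argued against as well, because the 7 of its genes above the median gene in No-SCI were all higher after SCI, by a median of 1.26, above 100% of random lists matched on the No-SCI value. With 1 subtracted from every value the median of the whole list was 2.55. What stays open is that RNA of meningeal fibroblasts may be a larger part of the SCI fraction, through the dissection, the surgery or the injury, which these data do not separate. This is a hypothesis. The percentile of the list was also the test of whether the hypothesis bears on the rising neuronal or motor neuron markers that the paper names. The result goes with that but cannot decide it, because none of those markers is in the list.

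The acute injury response list (23 of 26 genes listed, none named by the paper or held by another list) had a median log2 ratio of 0.50 (0.498), at percentile 99.92 of the random lists, and its median went from 25.1 to 28.1 FPKM. Its most abundant genes in No-SCI were LGALS3 with 3755 FPKM, HSPB1 with 1914 FPKM and HMOX1 with 777 FPKM. The list was not uniform, with 15 genes higher and 8 lower, 3 past the threshold upward and ATF3 past it downward (log2 ratio −2.34, from 246 to 48.6 FPKM). The percentile lies above 99.8, the bound shared out over all 14 lists. That bound holds for genes drawn at random. It cannot exclude chance for genes that change together, or a difference between single libraries, so chance stays open. Scaling is argued against by the ubiquitous genes, whose median of 0.158 is below that of the list, although by a narrower margin than for the fibroblast genes. A response to the injury may account for the rise and was not tested beyond these values, and both groups had surgery.

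The endothelial list (15 of 18 genes listed, none named by the paper or held by another list) had a median log2 ratio of 0.39 (0.394), at percentile 98.62, and its median went from 3.92 to 9.55 FPKM. RAMP2 was its most abundant gene, with 60.2 FPKM in No-SCI and 148 FPKM after SCI, followed by CLDN5 with 16.2 FPKM and EGFL7 with 13.1 FPKM in No-SCI. Of the 15 genes 10 were higher and 5 lower, and 3 were past the threshold upward and 1 downward. The percentile lies below the bound of 99.8, so the rise cannot be told apart from chance among the 14 lists, and with 1 subtracted from every value it was at percentile 97.2, inside the central 95%.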

How the results depend on the processing

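The 14 marker lists, the thresholds and the alternatives were set before the data were examined, except subtracting 1 from every value and leaving out entries that share a p, which were chosen after the values were seen. No paired analysis was possible because the labels give the No-SCI libraries and the SCI library different replicate numbers and the table holds 1 value per group. Leaving out each replicate in turn was not run for the same reason, and a 95% interval or a depth per library could not be given, which limits every result to a description of these group values.

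With a q of at most 0.01, 816 genes were differentially expressed in place of 1546, 359 higher and 457 lower, so that 44% were higher in place of 38.9%; the stricter threshold is the cause by construction. The other 6 alternatives kept the count within 1.5 times, from 1410 with a fold change of at least 2 to 1600 with the recomputed adjustment. The fold change minimum and the filter on a mean of at least 1 FPKM removed no gene, so they say nothing about stability.

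Among the genes named, 503 values kept their direction and 5 did not. The log2 ratio of CSPG4 was −0.02 as deposited, 0.0915 after median centring, 0.0195 after scaling to the same total and 0.0782 after scaling to the same upper quartile. That of SMARCA2 was −0.08 as deposited, 0.0339 after median centring and 0.0206 after upper quartile scaling. The scalings move every gene by the same amount, which is the cause for these genes near 0. The ratio of MAP4 to MAP2 stayed between 8.10 and 9.44 under its 3 alternatives.

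Of the list changes, 125 values kept their direction and their side of the central 95% of random lists. Taking list means in place of medians turned the mural list from 0.02 to −0.11 and the blood list from −0.08 to 0.0908, both inside the random lists either way; the cause was not tested. With 1 subtracted from every value the endothelial list rose by 0.43 but no longer lay outside the random lists; the cause was not tested.

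Of the list levels, 29 values stayed within 1.5 times. With genes absent from the table counted at 0, the No-SCI medians were 27.2 FPKM for the astrocyte, 7.62 for the skeletal muscle, 3.19 for the blood, 19.03 for the neuronal, 1.57 for the axon guidance and 15.2 for the acute injury response list, lower by construction. In SCI in place of No-SCI, the medians were 34.5 FPKM for the astrocyte, 63.15 for the oligodendrocyte, 6.14 for the oligodendrocyte precursor, 9.55 for the endothelial, 18.9 for the meningeal fibroblast, 3.64 for the skeletal muscle, 16.7 for the neuronal, 63.21 for the axon-localized, 3.23 for the axon guidance and 5.17 for the interferon response list; the cause was not tested.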

Differences from the paper's values

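Of 244 values compared with the paper's tables and text, 1 differed by more than 1.5 times, or by more than 0.01 for a log2 ratio, and smaller differences were not counted. The paper's adjusted p of ALDH1L1 in Table 2 is 3.32e-05, whereas the q of ALDH1L1 in the authors' deposited table is 0.00110. The recomputed Benjamini-Hochberg adjustment, set before the data were examined, gives 0.000986, and no alternative reached the paper's value. The unadjusted p of ALDH1L1 in the authors' deposited table is 3.32e-05, and ALDH1L1 is past the threshold with either value.

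Several statements differ from the values. The paper states that Tubb3 went down significantly, and TUBB3 had a log2 ratio of −0.32 with a q of 0.753 in the authors' deposited table (0.752 with the recomputed adjustment). The paper gives the change of FOXP1 in Table 4 under a fold heading, and the number there is the log2 ratio, 2.53, which is 5.78-fold on a linear scale. GAP43 is presented with the differentially expressed genes in the legend of Figure 3, and it had a log2 ratio of 0.14 with a q of 0.895 in the authors' deposited table. The paper sets MAP4 above MAP2 by more than the ratio found, which was 9.44 in No-SCI and 8.10 after SCI, and it stayed at or below 9.44 under every alternative.

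The paper places microglial markers below a level that SPP1, with 222 FPKM, and AIF1, with 477 FPKM, exceed in No-SCI, and of the 12 genes of Table 1, 1 reaches the level it gives for axonal markers. Of the markers it gives as not detected, 9 are listed under their gene symbol, namely SLC1A2, AIF1, P2RY12, CSPG4, OMG, DRGX, SLC6A5, CNTN2 and SLC17A6, with No-SCI values from 1.63 to 477 FPKM. Of these OMG, CNTN2 and SLC6A5 are past the threshold, with q-values of 0.00447, 0.00187 and 2.74e-05 in the authors' deposited table. The paper names CNP and MAG as the oligodendrocyte markers altered by SCI, and 14 genes of the oligodendrocyte list were past the threshold, 12 of them not named by the paper. APC, which the paper does not call, passes with the recomputed adjustment (0.0482) and not with the deposited q (0.0521). The paper presents Tables 5A,B as the most significantly altered putative circular RNAs, and ESRRG and ARPP21, which it also names as putative circular RNAs and which are not in these tables, have q-values of 0.000330 and 0.00435 in the authors' deposited table, smaller than the 0.0415 of VAPA, which is in them.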

Other observations

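In this part, the tests of missing markers against ubiquitous genes, of scaling for the fall of axonal and neuronal markers, and of skeletal muscle RNA were set before their results were seen. The percentiles of the 14 lists among random lists, with values as deposited, were also set before the data were examined. All other tests were chosen after the results were seen.

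No value in the table lies below 1. A candidate explanation is that 1 was added to every FPKM. Among 91 pairs of genes that share a p and differ in their values, 26 are in whole-number ratios in both groups after 1 is subtracted. The tolerance of a whole-number ratio was 0.001. As deposited 0 pairs are so, 0 after 0.5 is subtracted and 1 after 0.9 is subtracted. Of 99164 random pairs, 0 are so after 1 is subtracted. The ratio within a pair was the same in both groups in 41 pairs after 1 was subtracted and in 8 as deposited. The remaining pairs were in no whole-number ratio, and a first, stricter form of the test, which asked for nearly all pairs, had left the question open. The digits bear on it as well, since 87.7% of the values between 1 and 2 carry 6 decimals against 26.4% of those from 2 to 10. The other explanation, that values below 1 were raised to 1, is argued against, because values of exactly 1 are 3.70% of all values under 2. The paper does not mention an added constant. Log2 ratios of genes near 1 are then smaller in size than those of the FPKM values before the addition.

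A related hypothesis is that a gene's value may be a sum over several entries of its symbol, such as its transcripts. Of the 7779 values from 20 to 100, 37.7% carry 7 significant digits, whereas 1 Cuffdiff value carries 6, and a sum would give whole-number ratios between genes that share a p. Such a sum would raise the level of genes with many entries. The values of MAP4 carry 7 digits, so whether its rank of 4 comes from a sum over more entries than other genes have cannot be told apart from a high level, because the number of entries per gene is not in the table.

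Of 36 markers the paper gives as not detected, 27 (75%) are missing from the table, and 5% of the ubiquitous genes are missing. The comparison does not decide whether genes are missing from the table for reasons other than low expression, because these markers were picked as not detected, and the reasons cannot be told apart from low expression. For GFAP, S100B, AQP4, SLC1A3, ALDOC and MBP it stays open as well, because 30% of the astrocyte list is missing while its listed genes have a median of 96.3 FPKM, and the ubiquitous genes UBB and FTH1 are missing too. The 9 markers that are listed may have been looked up under the name of the protein, since all of them are among the 16 given by a protein name and none among the 20 given by the rat symbol (Fisher's exact test, two-sided, p = 0.000122).

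The neuronal, oligodendrocyte and astrocyte lists fell by medians of 0.60, 1.17 and 1.12 on the log2 scale, and MAP4, MAPT, MAP7 and KIF5A fell with them. Scaling is argued against as the cause, because the ubiquitous genes had a median log2 ratio of 0.158. The meningeal fibroblast list went from 0.0266% to 0.214% of all values, while the oligodendrocyte list went from 7.99% to 5.14%, the astrocyte list from 2.35% to 1.95% and the neuronal list from 0.241% to 0.201%. Displacement by fibroblast RNA cannot be told apart from other causes of the fall, because the sum of a list of markers is not the share of all RNA of a cell type. Dilution of all cord cells alike cannot be told apart either, because the microglia and macrophage list, with a median log2 ratio of −0.05 (−0.0505), was split into 10 genes higher and 11 lower after SCI. A loss of RNA from processes of neurons, oligodendrocytes and astrocytes after the injury is a hypothesis that remains open, and it was not tested. The axon-localized list does not decide it, because its genes went both ways, 13 lower and 8 higher. Its median log2 ratio of −0.19 lay inside the random lists, at percentile 18.9, and its share of all values went from 3.13% to 3.89%. A difference between the single SCI library and the No-SCI libraries that has nothing to do with the injury stays open as well.

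Muscle contraction is among the processes in Figure 2. The skeletal muscle list (20 of 29 genes listed, none named by the paper or held by another list) fell from a median of 18.3 to 3.64 FPKM, all 20 of its genes were lower after SCI, 13 of them past the threshold, and its median log2 ratio of −1.52 lay below all random lists. TNNT3 with 180 FPKM, COX6A2 with 105 FPKM and MYL1 with 70.6 FPKM were its most abundant genes in No-SCI, and 10 of the 20 were above the median gene. RNA of skeletal muscle in the No-SCI fraction, which may come from the dissection, is a hypothesis these values leave open, and scaling is argued against by the median of 0.158 of the ubiquitous genes.

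The 90 ribosomal protein genes in the table, chosen after their values were seen, had a median log2 ratio of 0.64, with 89 higher and 1 lower after SCI and 4 past the threshold, and their median lay above 100% of the random lists. After median centring it was 0.76. Scaling is argued against, because the 29 ubiquitous genes that are not ribosomal proteins had a median of −0.02 (−0.0219). The interferon response list, also chosen after the values were seen (23 of 25 genes listed, none in another list or named by the paper), fell by a median of 1.34 on the log2 scale, below all random lists, with 22 of 23 genes lower and 14 past the threshold. IFI27 with 1120 FPKM, IRF7 with 216 FPKM and MX2 with 129 FPKM were its most abundant genes in No-SCI. Whether fewer microglia and macrophages were in the SCI fraction cannot be told apart from other causes, because the median of −0.0505 of their list rests on genes that went both ways. No biological explanation of either change was tested beyond the comparison of the groups.

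The other lists showed no change outside the central 95% of random lists. The oligodendrocyte precursor list (10 of 11 listed, 1 named by the paper) went from 9.39 to 6.14 FPKM with a median log2 ratio of −0.37 (percentile 20.8), and SOX6, with 143 FPKM in No-SCI, NEU4 and OLIG1 were its most abundant genes. The mural list (14 of 15 listed) went from 10.5 to 7.64 FPKM with a median log2 ratio of 0.02 (percentile 72.2), and TAGLN, with 383 FPKM, MYL9 and TPM2 led it. The blood list (9 of 17 listed) went from 172 to 155 FPKM with a median log2 ratio of −0.08 (percentile 39.2), and HBA-A1, with 1655 FPKM, HBB and HBA-A2 led it. No gene of the mural and blood lists is in another list or named by the paper. The ubiquitous list, 1 gene of which is in another list and 1 named by the paper, had its percentile at 79.7, with ACTB, PPIA and EEF1A1 as its most abundant genes. Of the neuronal list 3 genes are in other lists and 6 are named by the paper, and 7 of its 30 listed genes were past the threshold, all lower.

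ADAR, whose product the paper knocks down in cultured neurons, fell from 27.03 to 8.38 FPKM, a log2 ratio of −1.69 with a q of 0.0257 in the authors' deposited table. PPIA went from 6897 to 9098 FPKM (log2 ratio 0.40) and was not past the threshold.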
